# Lack of nAChR Activity Depresses Cochlear Maturation and Up-Regulates GABA System Components: Temporal Profiling of Gene Expression in α9 Null Mice

**DOI:** 10.1371/journal.pone.0009058

**Published:** 2010-02-04

**Authors:** Sevin Turcan, Donna K. Slonim, Douglas E. Vetter

## Abstract

**Background:**

It has previously been shown that deletion of *chrna9*, the gene encoding the α9 nicotinic acetylcholine receptor (nAChR) subunit, results in abnormal synaptic terminal structure. Additionally, all nAChR-mediated cochlear activity is lost, as characterized by a failure of the descending efferent system to suppress cochlear responses to sound. In an effort to characterize the molecular mechanisms underlying the structural and functional consequences following loss of α9 subunit expression, we performed whole-transcriptome gene expression analyses on cochleae of wild type and α9 knockout (α9^−/−^) mice during postnatal days spanning critical periods of synapse formation and maturation.

**Principal Findings:**

Data revealed that loss of α9 receptor subunit expression leads to an up-regulation of genes involved in synaptic transmission and ion channel activity. Unexpectedly, loss of α9 receptor subunit expression also resulted in an increased expression of genes encoding GABA receptor subunits and the GABA synthetic enzyme, glutamic acid decarboxylase. These data suggest the existence of a previously unrecognized association between the nicotinic cholinergic and GABAergic systems in the cochlea. Computational analyses have highlighted differential expression of several gene sets upon loss of nicotinic cholinergic activity in the cochlea. Time-series analysis of whole transcriptome patterns, represented as self-organizing maps, revealed a disparate pattern of gene expression between α9^−/−^ and wild type cochleae at the onset of hearing (P13), with knockout samples resembling immature postnatal ages.

**Conclusions:**

We have taken a systems biology approach to provide insight into molecular programs influenced by the loss of nicotinic receptor-based cholinergic activity in the cochlea and to identify candidate genes that may be involved in nicotinic cholinergic synapse formation, stabilization or function within the inner ear. Additionally, our data indicate a change in the GABAergic system upon loss of α9 nicotinic receptor subunit within the cochlea.

## Introduction

In the mature mammalian cochlea, auditory stimuli are transduced into receptor potentials and transmitted to the brain via cochlear inner hair cells (IHCs) and the ganglion cells contacting them. However, unlike afferent activity of other major sensory systems, sound transmission from the cochlea is directly controlled by a sound-evoked feedback loop embodied by the olivocochlear (OC) efferent system fibers. The murine OC system is classically divided into lateral and medial olivocochlear systems, each with their own origin and hair cell population as a target. The medial OC (MOC) efferents originate in the medial portion of the superior olivary complex and project axons that form nicotinic cholinergic synapses at the base of outer hair cells (OHCs) [1]–[3]. The acetylcholine sensitivity of this synapse is generated by a heteromeric nicotinic receptor composed of two subunits, α9 and α10 [4], [5], arranged in a pentameric structure [6]. The activation of receptors composed of α9α10 subunits leads to an increase in intracellular Ca^2+^ levels [7] and subsequent opening of calcium-activated K^+^ channels (SK2 channels) leading to hyperpolarization of OHCs [8]. Overall, the activation of MOC efferents inhibits mechanical amplification of sounds, thus reducing cochlear sensitivity [9], which has also been shown to provide protection against acoustic trauma [10]–[12]. However, a recent study of postnatal development of the cochlea has provided clues that loss of nAChR activity has consequences to the expression of a wide array of proteins potentially involved in synapse maturation [13].

In rodents, MOC efferents follow a dynamic pattern of innervation during the first two weeks of postnatal life. During early postnatal development, MOC efferent axons innervate IHCs. However, by the end of the second postnatal week, two major changes in the cochlea have occurred. Structurally, most of the early direct efferent synaptic connections to the IHCs are pruned away from directly contacting the IHCs, and re-targeted to OHCs, where they form mature synapses that are maintained through adulthood [14], [15]. Functionally, it is near the end of the second postnatal week that mice begin responding to sound with more mature auditory nerve activation thresholds [16]. Constitutive genetic ablation of *chrna9*, the gene encoding the nAChR α9 subunit (α9^−/−^) results in abnormal synaptic morphology that includes hypertrophy of the efferent synaptic terminals at the base of outer hair cells beginning from the earliest stages of postnatal development [17]. Physiologically, adult α9^−/−^ mice fail to show classic OC responses, characterized by an inability of OC system to modulate OHC activity [17]. During the second postnatal week, α9^−/−^ mice possess altered expression of presynaptic active zone proteins, trans-synaptic cell adhesion proteins, and CREB signaling proteins, while also having hypertrophied efferent synaptic terminal structure similar to that described in adults [13]. Contrary to α9^−/−^ mice, a gain-of-function point mutation in the α9 subunit results in hyperinnervation of OHCs [13]. Additionally, loss of SK2 channel expression, which does not alter expression of either α9 or α10 transcript expression, results in a degenerating efferent innervation that begins shortly after initial synaptic contact with the OHCs [18]. Together, these mouse models suggest that activity via the hair cell nAChR is capable of altering gene expression of numerous genes involved in synapse formation and efferent function, many of which remain unknown.

Currently, the molecular mechanisms underlying formation and maintenance of cholinergic synapses beyond those of the neuromuscular junction (NMJ) remain largely unidentified. Revealing the intrinsic program of gene expression that accompanies nicotinic cholinergic synapse development in the cochlea is a key step in identifying molecular targets and pathways involved in fast nicotinic transmission and that may be involved in the inner ear's protective mechanisms against moderately intense sound and human disease states such as tinnitus. In this study, whole-genome microarrays were utilized to conduct a comparative analysis of gene expression changes in wild type and α9^−/−^ mice spanning the period of active efferent synaptogenesis and stabilization in the postnatal cochlea. We provide insights into the molecular mechanisms and consequences affected by loss of nicotinic cholinergic activity throughout cochlear development. Chief among our results is the discovery of several functional modules involved in synaptic transmission that are differentially represented in the α9^−/−^ cochlea compared to age-matched wild type mice. Moreover, the data indicate that the overall cochlear gene expression profile of α9^−/−^ mice is distinctly different from that of wild type mice at the onset of hearing. Interestingly, at the onset of hearing, knockout samples are represented by an expression profile more characteristic of immature postnatal ages. Furthermore, loss of α9 subunit results in increased gene expression of GABAergic receptor subunits and glutamic acid decarboxylase (GAD), the synthetic enzyme for GABA. Using immunoprecipitation, immunohistochemistry and qPCR methods, we validate the microarray data, including altered GABAergic receptor expression in mice lacking the α9 subunit. Our data suggest an association between the well-studied nicotinic cholinergic OC system and the less thoroughly understood GABAergic OC system of the murine cochlea.

## Results

We used an Affymetrix gene chip approach to assess gene expression changes brought about as a consequence of constitutive loss of the *chrna9* gene, encoding the α9 nAChR subunit, in an attempt to better define the role of this gene and nAChR activity in cochlear processing. Briefly, our gene expression analysis took the form of a three-part approach. First, we defined individual genes that have undergone differential expression across age and genotype. This was followed by an analysis of our data at the level of gene sets (using gene set enrichment and bicluster analyses) in an attempt to discern potentially novel gene interactions that are impacted by loss of nAChR activity. Finally, this was followed by a dynamic analysis of the whole transcriptome (using Gene Expression Dynamics Inspector and cluster analysis tools) to decrease the high dimensionality of the data and annotate coordinated genome wide responses that occur over age and by genotype. A flowchart of microarray analysis methods is outlined in Fig. S1.

### Overview of Transcriptome Changes Induced by the Loss of α9 Nicotinic Receptor Subunit

Whole-genome microarrays were used to sample the changes in the dynamic period of synapse formation, stabilization and maturation in the mouse cochlea upon loss of α9 nicotinic subunit. Cochlear tissue was collected for RNA isolation at a range of postnatal ages chosen to represent critical periods during the time course of efferent synaptogenesis. Specifically, cochleae were collected from α9^−/−^ and age-matched wild type animals during pre-hearing (P3, P7), hearing-onset (P13) and mature (P60) periods (Fig. 1A). 

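RNA of pooled cochleae was hybridized to 24 Affymetrix mouse genome arrays, 3 for wild type and 3 for α9−/− at each of the 4 ages. The α9 subunit belongs to the nicotinic receptor through which efferent fibers inhibit outer hair cells. Each array carried 1 pool, which the paper's methods give as 8 to 10 cochleae at P3 and P7 and 4 to 6 at P13 and P60, so the pool was the replicate and the number of arrays limits the precision. The design description that came with the data gives 3 to 5 mice per pool at every age. These pool sizes were not reconciled here. The deposited values were log2 signals of probe sets after RMA background correction, quantile normalization and Tukey biweight summary by the authors, and ranged from 2.35 to 15.00 with array medians of 6.49 to 6.89. Of all probe sets 34958 were named with 1 gene. Wild type and α9−/− arrays were compared at each age with limma on the 18041 probe sets in the top 40% by variance over all arrays, at an adjusted p under 0.05 and a log2 difference above 1.5. The version of limma that the authors used is not given in the sources used here. Of 51 gene lists fixed before the data were examined, with 1 probe set per gene, shifts against all other genes were tested with camera at a preset correlation of 0.01 between genes.
The targeted gene, Chrna9 (gene ID 231252, chromosome 5 of GRCm38.p6, 65934854 to 65977486), gave low signal in every group. At P13 the 1 of its 3 probe sets with the largest difference had a log2 signal of 4.75 ± 0.29 (SD, n = 3) in wild type and 3.82 ± 0.29 (SD, n = 3) in α9−/− (adjusted p = 0.0631 from limma without the variance filter). No Chrna9 probe set passed at any age, and the files do not say whether they lie in the deleted part. Control probe sets at the 3′ and the 5′ end of the Gapdh transcript, a housekeeping enzyme, were compared as a sign of how much of each RNA was copied. In 5 arrays the 3′ signal was above the 5′ signal by more than 4 on the log2 scale, namely P3 wild type replicate 1 (7.69), P3 α9−/− replicate 2 (6.85), P13 wild type replicates 1 (6.30) and 2 (6.47) and P60 wild type replicate 1 (6.47). Among the remaining arrays the highest value was 2.43, in P13 wild type replicate 3. Poly-A control transcripts, added to the RNA before labeling, were counted as absent under a 3′ log2 signal of 8. By this limit they were absent from P13 replicates 2 and 3 and P7 replicates 1 and 3 of both genotypes. At P3 they were absent from wild type replicate 3 and α9−/− replicate 1, and they were present in all P60 arrays. P7 wild type replicate 1 (7.13) and P7 α9−/− replicate 3 (7.14) were intermediate, since the other arrays counted as absent had 4.95 to 5.45. These arrays may thus have held some of the transcripts.

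**Figure D1:**
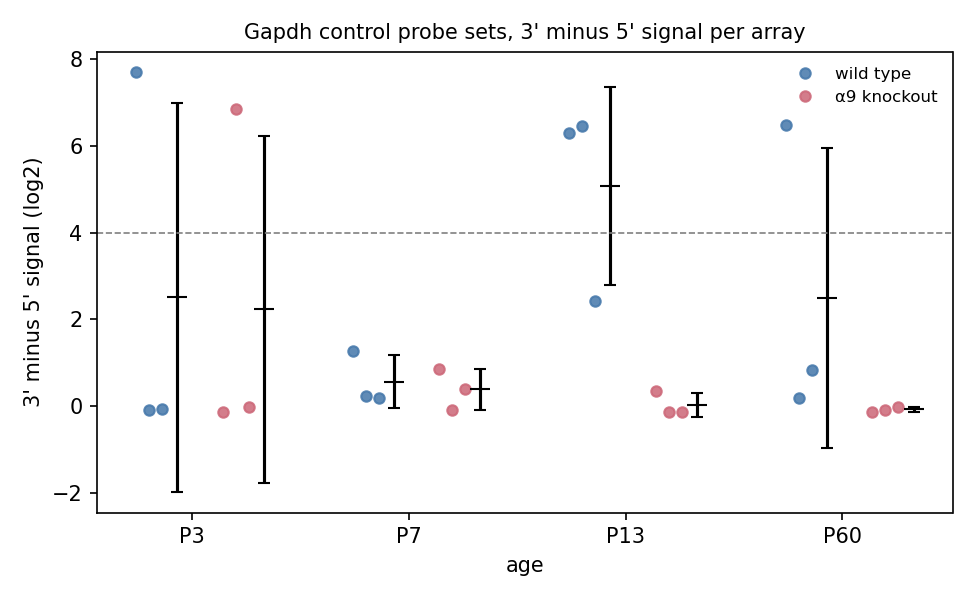
Log2 signal of the Gapdh 3′ control probe set minus that of the 5′ control probe set, by age. Each point is 1 array, and the black marks give the mean and SD of the 3 arrays of a genotype. The 5 arrays above 4 stand apart from the rest.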

The microarray data along with design parameters have been deposited in NCBI Gene Expression Omnibus Database (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE18567.

**Figure 1:**
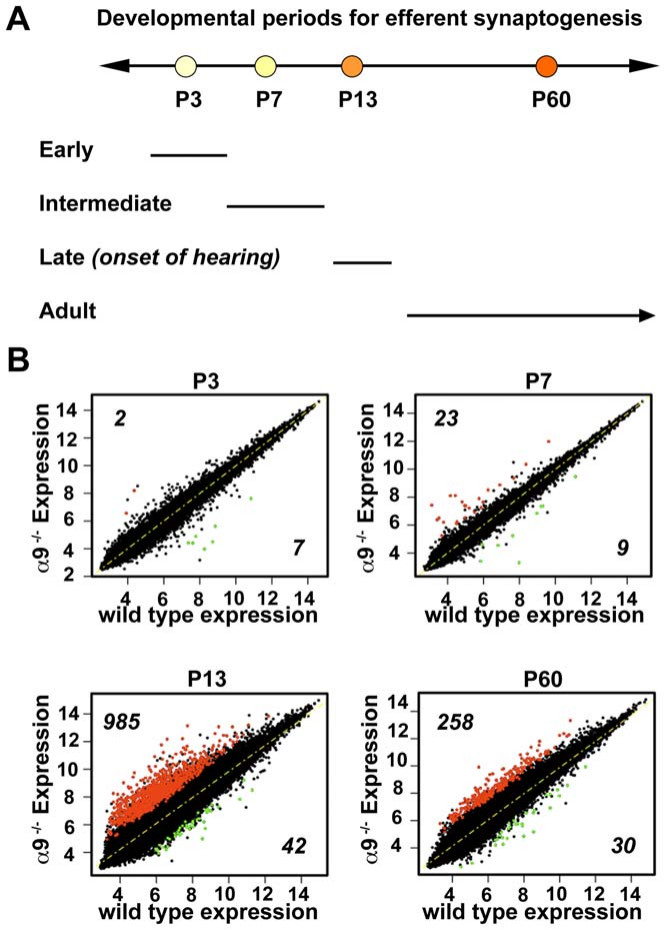
Overview of differentially expressed genes in the α9^−/−^ compared to wild type. (**A**) The ages indicate the postnatal (P) days at which cochlear RNA samples were prepared. Efferent innervation in the cochlea peaks around P7 when most of the efferent axons are contacting inner hair cells. Between P7 and P13, the axons are pruned and retargeted to outer hair cells. P13 also marks the initial phase of auditory function stabilization in rodents. Microarray analyses were based on comparative analyses of α9^−/−^ and wild type at P3, P7, P13 and P60. (**B**) Comparison of expression levels of all probes between α9^−/−^ samples and wild type controls at each age. Normalized gene expression data are plotted on a logarithmic scale (log_2_), and genes changing in the α9^−/−^ by at least 1.5 fold and differentially expressed using the *limma* package in R (FDR q-value <5%) are highlighted for each age. Red dots correspond to significant up-regulation and green to significant down-regulation in the knockout animals compared to wild type controls. Numbers of up- and down-regulated genes are also noted in the plots.

Cochleae were pooled into three separate samples representing biological triplicates for each age and genotype. The mean Pearson correlation between biological triplicates for all samples were higher than 0.97. 

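Replicate pools of α9−/− cochleae at P13 were the most alike, with a mean Pearson r of 0.978 over all probe sets, and wild type pools at P60 the least, with 0.934. Between these lay wild type at P3 (0.948), P7 (0.972) and P13 (0.960), and α9−/− at P3 (0.950), P7 (0.969) and P60 (0.972). The mean over the 8 groups was 0.960 (SD 0.0152), and 3 of the 8 groups were above 0.97. Single pairs of arrays ran from 0.915 to 0.989. These correlations are across genes within pairs of arrays, and genes are not independent replicates. Over the 40% of probe sets with the highest variance the mean was 0.909.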

Raw data were quantile-normalized and filtered to remove probe sets with low variance across samples. Differential expression was calculated separately for each age using a moderated *t*-test implemented in the limma BioConductor library [19]. The *p*-values were adjusted for multiple testing using the false discovery rate (FDR) approach [20]. Transcripts were selected as significantly altered compared to wild type when the absolute average log_2_ ratio calculated from biological triplicates per time point was greater than 1.5 and the difference between the mean expression for the wild type and knockout animals was significant at a FDR-corrected *p*-value <0.05. The expression levels of gene transcripts were compared between wild type and α9^−/−^ mice at each age, yielding a total of 1,356 unique probes that were significantly modulated in the α9^−/−^ over any of the sampled periods (the complete list of significantly changing genes is reported in Table S1) (Fig. 1B). 

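At P13, 1172 probe sets were higher and 102 lower in α9−/− cochleae than in wild type. Mbp, which encodes myelin basic protein (gene ID 17196, chromosome 18, 82475091 to 82585637), rose from a log2 signal of 6.60 ± 0.04 (SD, n = 3) to 12.17 ± 0.95 (SD, n = 3), a log2 difference of 5.57 (standard error 0.43, adjusted p = 0.00298 from limma). Scd2, a desaturase of fatty acids, rose by 5.48 (standard error 1.21, adjusted p = 0.0301), and Fgfr1, a fibroblast growth factor receptor, by 5.00 (standard error 0.84, adjusted p = 0.0158). Stom, which encodes the membrane protein stomatin, rose at 4 probe sets by 1.85 to 3.87. The protease genes Capn1 and Adam10 rose by 2.43 (standard error 0.23, adjusted p = 0.00545) and 2.55 (standard error 0.27, adjusted p = 0.0065), and probe sets of Etnk1, Serinc3, Eif4a1, Hk1, Rnf14 and Rgs5 by 4.59 to 4.83. Each of these genes has another probe set of higher mean signal, a comparison chosen after seeing the data, where the differences were 0.36 for Mbp, 0.39 for Scd2, 0.22 for Fgfr1, 0.75 for Stom, 0.84 for Capn1, 0.13 for Adam10, 1.28 for Rgs5 and -0.20 to 0.17 for the other 5, and none was called. Of 853 genes with a probe set called higher, 739 had their highest signal at a probe set that was not called, and over these the median difference was 2.08 (quartiles 1.77 and 2.57) at the called probe sets and -0.05 (-0.25 and 0.25) at those of highest signal.
At P7, 2 probe sets were higher and none was lower, and at P3 and P60 limma called 0 in either direction. At an unadjusted p under 0.05 there were 156 higher and 160 lower probe sets at P3, 160 and 107 at P7, 3841 and 2884 at P13, and 808 and 292 at P60. Over the 4 ages 1276 unique probe sets were called. When the top 40% by variance was taken among the 6 arrays of each age, which selects on the arrays that are then tested, 11, 28, 1509 and 144 probe sets were called at P3, P7, P13 and P60. The 5′ control probe set of Gapdh was itself among the largest increases at P13, with 5.41 (standard error 1.08, adjusted p = 0.0237 from limma). From these comparisons the paper states that loss of α9 modulated the transcripts of Table S1. By qPCR on the same RNA at P13 it reports Mbp as highly raised, and Capn1, Adam10 and Nedd8 as raised by little but significantly. The increase of Stom did not reach significance there.

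**Figure D2:**
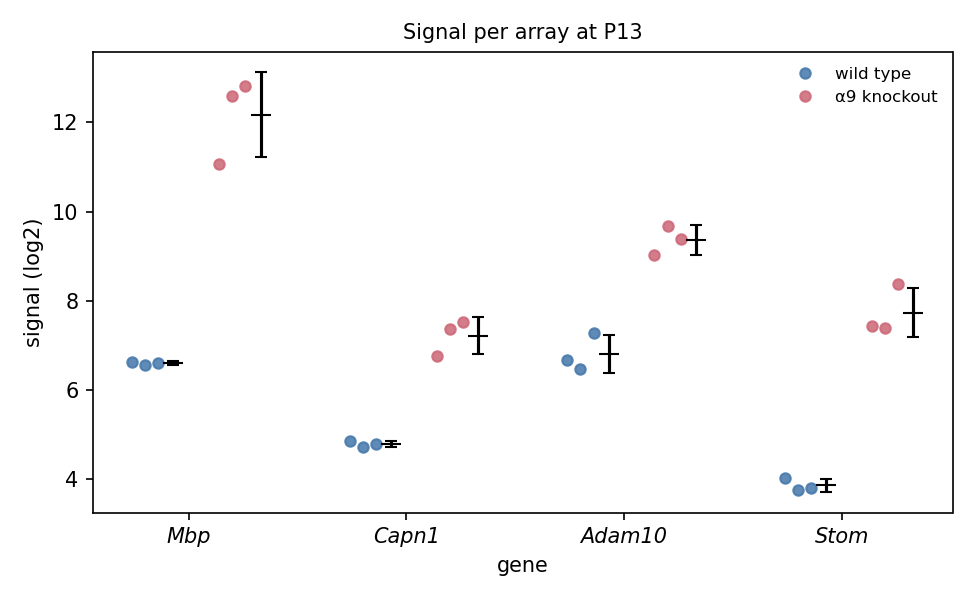
Log2 signal of Mbp, Capn1, Adam10 and Stom at P13. Each point is 1 array, and the black marks give the mean and SD of the 3 arrays of a genotype. The 3 α9−/− arrays lie above the 3 wild type arrays for each gene.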

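Among the 102 probe sets that fell in α9−/− cochleae at P13 were those of Epx, Ear3, Myh2, Myot and Iglv1, and the list of skeletal muscle genes had 0 members falling over all genes. Epx, the eosinophil peroxidase (gene ID 13861, chromosome 11, 87863997 to 87875536), fell from a log2 signal of 8.70 ± 1.27 (SD, n = 3) to 5.72 ± 1.13 (SD, n = 3), a log2 difference of -2.98 (standard error 0.74, adjusted p = 0.0411 from limma). Ear3, a ribonuclease of eosinophils, had a difference of -2.35. The muscle genes Myh2 and Myot had differences of -2.43 and -2.16, and Iglv1, an immunoglobulin light chain segment, of -2.10, with -0.90 at its probe set of highest signal. Of 77 genes with a probe set called lower, 32 had their highest signal at another, with a median difference of -0.85 there against -1.67 at the called ones, a comparison chosen after seeing the data. Of the unique probe sets called at any age, 99.8% were called at P13. The median difference over all probe sets at P13 was -0.16 on the log2 scale, -0.12 after quantile normalization over all arrays and -0.24 after each array was centred on its median.
At P13 the Gapdh 3′ signal exceeded the 5′ signal by 5.07 ± 2.29 (SD, n = 3) in wild type and by 0.01 ± 0.28 (SD, n = 3) in α9−/− (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Without the arrays of low Gapdh 5′ signal, an alternative chosen after seeing the data that leaves 1 wild type array against 3, limma called 0 probe sets, with 1885 higher and 1147 lower at an unadjusted p under 0.05. The 1172 called higher with all arrays had a median log2 difference of 2.05 (quartiles 1.74 and 2.52) before and 1.69 (1.27 and 2.20) without these arrays, and the 102 called lower a median of -1.71 (-1.89 and -1.59) before and -1.52 (-1.90 and -1.25) without them. The calls ended with 1 wild type array left, which gives the test little power. That array was also among those on which these probe sets were called, so part of its difference follows from the selection. When calls were made without it, the 2254 probe sets called higher differed by a median of 2.14 (quartiles 1.76 and 2.71) over wild type replicates 1 and 2 and by 0.96 (0.35 and 1.67) over replicate 3, and the 201 called lower by -1.72 and -1.05. Between arrays of full and low 5′ signal of one genotype the 102 called lower had medians of -1.14 in P60 wild type and -0.63 in P3 α9−/−. Here and below, such a comparison sets 1 array of low 5′ signal against the other 2 of its group. It therefore also holds differences between pools. Among the 4 arrays without poly-A control transcripts, 2 per genotype, 1090 probe sets were called, and with the presence of these transcripts as a block 1504, while the arrays with them were 1 per genotype and gave no test. Leaving out P13 wild type replicate 2 gave 342, wild type replicate 3 2455, α9−/− replicate 2 422 and α9−/− replicate 3 233 probe sets. Of these, 50, 201, 14 and 5 were lower, so most of the lower calls rested on α9−/− replicates 2 and 3. Without wild type replicate 1 or α9−/− replicate 1, 100 and 125 were lower. With probe sets of mean log2 above the median, 11 were lower.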

The total number of differentially expressed genes between wild type and knockout mice was the greatest at P13, the onset of hearing, comprising 75.7% of the total of differentially expressed genes. Furthermore, approximately 50% of those genes differentially expressed at P60 were already differentially expressed at P13 between genotypes, thus showing a convergence of gene expression across ages (Table S2) (Fig. 2A).

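Stom, at the probe set that is also in bicluster9, had higher signal in α9−/− at both ages, with a log2 signal at P60 of 4.84 ± 1.38 (SD, n = 3) in wild type and 7.04 ± 0.31 (SD, n = 3) in α9−/−. Its log2 difference was 3.54 (standard error 0.32, adjusted p = 0.00369) at P13 and 2.20 (standard error 0.63, adjusted p = 0.885 without the variance filter) at P60, both from limma. Inppl1, a lipid phosphatase of insulin signaling, had a difference of 0.95 at P60 (standard error 0.56). None of the probe sets called at P13 was also called at P60, where none passed the threshold. The P60 pools also differed in control signal, with the Gapdh 3′ signal above the 5′ signal by 2.49 ± 3.46 (SD, n = 3) in wild type and by -0.08 ± 0.05 (SD, n = 3) in α9−/− (exact permutation test, two-sided p = 0.1). Most of this came from wild type replicate 1, with 6.47, against 0.18 and 0.82 in wild type replicates 2 and 3. From the overlap of its own calls the paper states that gene expression converged across these ages.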

**Figure 2:**
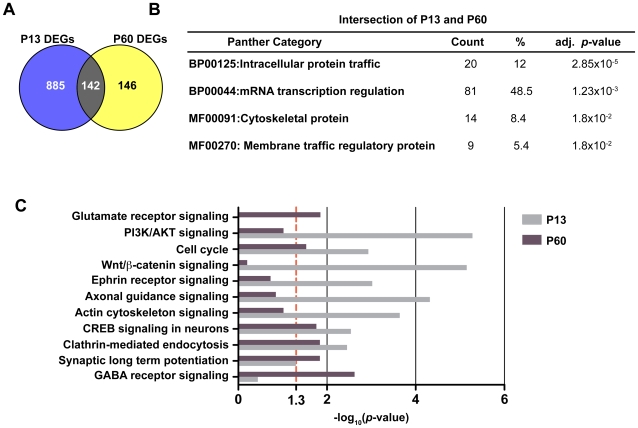
Functional categories of genes significantly over-represented in α9^−/−^. (**A**) Venn diagram depicting the overlap among differentially expressed genes (DEGs) between P13 and P60. The intersection of differentially expressed genes between wild type and α9^−/−^ consists of 142 genes. (B) Over-represented classes among these 142 genes are shown (DAVID, BH-adjusted *p*-value <0.05). (C) Comparative enrichment of functional categories (Ingenuity database; −log_10_ (enrichment *p*-value)) between P13 and P60 are indicated; larger values indicate higher significance. The dotted line at 1.3 corresponds to *p*-values of 0.05 on this scale.

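At P3, 12 of the 51 gene lists were shifted in α9−/− cochleae, and at P7, 6. With an estimated correlation 0 were called at either age. Of the 10 splits of the arrays of an age, the real one included, 5 at P3 and 6 at P7 shifted at least as many lists. The highest count in another split was 19 at each age. The cholinergic list was higher at P3, with a mean log2 difference of 0.31 over 19 measured genes (camera adjusted p = 0.000123, and adjusted p = 0.865 with an estimated correlation). It held the α7 receptor subunit gene Chrna7, with a difference of 1.14 (standard error 0.21), and 0 members passed over all genes and 1 when adjusted over the list alone. Voltage-gated sodium channels were higher by a mean of 0.44 (adjusted p = 8.62e-05, and adjusted p = 0.865 with an estimated correlation) with Scn9a at 0.78 (standard error 0.19), 0 of 11 members passing over all genes and 1 when adjusted over the list alone. In the same arrays, markers of forebrain neurons were higher by a mean of 0.57 over 8 genes (adjusted p = 0.00189, and adjusted p = 0.865 with an estimated correlation), with 0 passing over all genes and 3 when adjusted over the list alone, and those of Purkinje cells by a mean of 0.29 (adjusted p = 0.0406, and adjusted p = 0.993 with an estimated correlation), with 0 passing either way. Hair cell genes were lower at P3 by a mean of -0.20 (adjusted p = 0.0117, and adjusted p = 0.993 with an estimated correlation), with Pou4f3, a transcription factor of hair cells, at -1.09 (standard error 0.63) and 0 members passing over all genes or when adjusted over the list alone.
At P7 the list of neutrophils and their precursors was lower by a mean of -0.59 (adjusted p = 3.59e-20, and adjusted p = 0.695 with an estimated correlation), cartilage genes by -0.57 (adjusted p = 0.00181, and adjusted p = 0.92 with an estimated correlation), and keratinocyte genes were higher by 0.77 (adjusted p = 4.04e-09, and adjusted p = 0.92 with an estimated correlation). These are markers of other tissues that a dissected pool can hold, with 0 members passing over all genes and 1 cartilage gene lower when adjusted over its list alone. The mean 3′ minus 5′ signal of 4 control genes differed between wild type and α9−/− by 0.20 at P3 and -0.01 at P7 on the log2 scale.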

Fewer genes showed differential expression at P3 and P7, and analysis in DAVID showed no significantly over-represented ontological terms. 

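At P3, Msi2, which encodes an RNA-binding protein of neural progenitors (gene ID 76626, chromosome 11, 88339382 to 88718306), had a log2 signal of 8.72 ± 0.93 (SD, n = 3) in wild type and 4.49 ± 0.12 (SD, n = 3) in α9−/−. The log2 difference was -4.22 (standard error 0.44, adjusted p = 0.129 from limma). Ndel1, a dynein regulator needed for neuronal migration, had signals of 7.37 ± 0.44 (SD, n = 3) and 4.42 ± 0.11 (SD, n = 3), a difference of -2.95 (standard error 0.26, adjusted p = 0.129). Sdc4, Taf15, Galc and Fndc3a, also listed in Table S1 as lower, had differences of -2.88 to -3.24. At the probe sets of highest signal, a comparison chosen after seeing the data, the differences were -0.77 for Msi2, 0.02 for Ndel1 and 0.25 for Fndc3a, while those of Sdc4, Taf15 and Galc are the same and passed with 1 such probe set per gene (adjusted p = 0.0053, 0.00587 and 0.0291). None of the 6 passed over the 18041 probe sets tested. With the variance filter taken among the 6 arrays of P3 all of them passed, Msi2 with an adjusted p of 0.000315 and Ndel1 with 0.0102, and with array weights Msi2 and Ndel1 passed too.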

Notably, at P3, down-regulated genes included molecules implicated in neuronal activities (*Msi2, Ndel1*) and up-regulated genes included molecules associated with axonal guidance (*Epha3*). 

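Ro60, also called Trove2, encodes an RNA-binding protein of ribonucleoprotein particles (gene ID 20822, chromosome 1, 143750790 to 143777063). Its log2 signal at P7 was 8.98 ± 0.14 (SD, n = 3) in wild type and 6.84 ± 1.54 (SD, n = 3) in α9−/−, a log2 difference of -2.13 (standard error 0.67, adjusted p = 1 from limma). Nudt1, which clears oxidized nucleotides, had a difference of 0.17 at its probe set of highest signal (standard error 0.16), and Nudt21, a cleavage factor of mRNA ends that Table S1 lists at P7, one of 1.42 (standard error 0.73). Tia1, another RNA-binding protein (gene ID 21841, chromosome 6, 86404203 to 86433405), rose from 4.15 ± 0.43 (SD, n = 3) to 8.10 ± 0.41 (SD, n = 3), a difference of 3.95 (standard error 0.30, adjusted p = 0.029). Lztfl1 had a difference of 2.96 (adjusted p = 0.161), the kinase gene Mapk8 of 2.14 (adjusted p = 0.248), and the cyclin gene Ccnd2 of -2.26 and -1.87 at 2 probe sets (adjusted p = 0.933 and 1). At the probe sets of highest signal, a comparison chosen after seeing the data, the differences were 0.04 for Ro60, 0.05 for Nudt21, 0.23 for Tia1, 0.12 for Lztfl1, -0.29 for Mapk8 and -0.17 for Ccnd2. Xist had a difference of 2.35 (standard error 1.52), which turned to -0.56 without P7 wild type replicate 3. Table S1 lists the probe set of this value at P7 as Tsix, the antisense transcript. At the probe set that it lists as Xist the difference was 1.99. The Y-linked gene Eif2s3y had a difference of -1.71 (standard error 1.44) between the groups. Neither gene passed over the probe sets tested, although Xist did with the variance filter taken within P7 (adjusted p = 0.000498). The sources do not give the sex of the animals in the pools. Tia1 was the one named gene called at P7, and it and the other called probe set were lost when wild type replicate 1 or 3 or α9−/− replicate 1 or 3 was left out, leaving 0.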

At P7, several molecules involved in nucleic acid binding (e.g., *Trove2, Eif2s1, Nudt1, Ddx3y*) were differentially expressed.

Specifically, there were 142 genes that were in the overlap between P13 and P60 (Fig. 2A). 

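With the variance filter taken within each age, 79 probe sets were called at both P13 and P60, against 18.6 by chance from the sizes of the 2 groups (Fisher's exact test, p = 1.42e-33), and these were 54.9% of those called at P60. With array weights 22 were shared against 7.14 by chance, 43.1% of those called at P60 (Fisher's exact test, p = 3.83e-07). Both tests treat probe sets as independent, which genes that move together are not. Arrays of low Gapdh 5′ signal lie in wild type at both ages. The probe sets called higher at P13 differed by a median of 1.78 between P60 wild type replicates 2 and 3 and the low 5′ replicate 1. The chance values do not allow for such a difference, and its part in the overlap was not tested. Galc, an enzyme that breaks down myelin lipids, had lower signal in α9−/− at both ages, with a log2 difference of -2.17 (standard error 1.15) at P13 and -3.38 (standard error 0.65) at P60, and neither passed over all genes (adjusted p = 0.247 and 0.939 from limma). P2ry10, a receptor of lymphocytes, had a difference of -2.21 at P13 (standard error 0.19, adjusted p = 0.00525 from limma).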

Next, we examined whether the 142 common genes affected by the loss of α9 at P13 and P60 corresponded to specific biological functions. Towards this end, we used DAVID (Database for Annotation, Visualization and Integrated Discovery) [21] and Ingenuity Pathway Analysis (www.ingenuity.com) to group differentially expressed genes according to their respective biological and/or molecular processes at an adjusted *p*-value <0.05. The common differentially expressed genes at P13 and P60 were binned into several over-represented PANTHER categories [22] (BH adjusted *p*-val <0.05) that included intracellular protein traffic, mRNA transcription regulation, and processes involving cytoskeletal proteins (Fig. 2B).

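Genes of clathrin-mediated endocytosis, which retrieves receptors and synaptic vesicle membrane, were shifted up as a list in α9−/− cochleae at both ages. Over 30 measured genes the mean log2 difference was 0.13 at P13, with a median of 0.00 (camera adjusted p = 0.0115, and adjusted p = 0.438 with an estimated correlation) and 0.11 at P60 (adjusted p = 0.0218, and adjusted p = 0.263 with an estimated correlation). No single member passed at either age, over all genes or when adjusted over the list alone. The P13 mean was -0.04 against wild type replicate 3 alone, the P13 wild type array without low Gapdh 5′ signal. Between arrays of full and low 5′ signal of the same genotype the list mean was 0.36 at P60 and -0.06 at P3. Epn2, which encodes the clathrin adaptor epsin 2, had differences of 1.76 at P13 (standard error 0.50) and 1.24 at P60 (standard error 0.87), and Bin1 of 1.43 and 0.93. Of 35 cell cycle genes at P13, the cyclin gene Ccnd1 rose by 0.90 (adjusted p = 0.0459), the mitotic checkpoint genes Bub1 (-0.97, adjusted p = 0.0483) and Mad2l1 (-0.82, adjusted p = 0.0469) fell, and 2 rose and 8 fell when adjusted over the list alone. That list as a whole was not called at P13 (mean -0.21, adjusted p = 0.608) or at P60 (mean -0.02, median -0.03, test direction up, adjusted p = 0.255), where 0 members passed.
The mean 3′ minus 5′ signal of the control genes was higher in wild type by 2.11 at P13 and by 1.01 at P60 on the log2 scale (exact permutation test, two-sided p = 0.1 at each age).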

At P13 and P60, certain biological processes, such as CREB signaling, clathrin-mediated endocytosis, and cell cycle were implicated at both time periods but by different genes, whereas others, such as ion channel signaling (glutamate and GABA receptors), were differentially expressed at one age or the other. Conversely, inhibitory, and to a lesser extent, excitatory neurotransmission is over-represented in α9^−/−^ at P60 compared to P13. 

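Glutamate receptor genes had a mean log2 difference of 0.27 at P60 (22 genes, camera adjusted p = 0.0021, and adjusted p = 0.499 with an estimated correlation) and of -0.25 at P13 (test direction up, adjusted p = 0.991). Genes of the GABA system had a mean of 0.25 at P60 (25 genes, adjusted p = 0.00258, and adjusted p = 0.499 with an estimated correlation) and, at P13, a mean of -0.25 and a median of -0.13 with the test direction up (adjusted p = 0.481). At P60, Grik2, a kainate receptor subunit, had a difference of 1.62 (standard error 0.46) and Gabrd, a GABA receptor subunit, one of 1.55 (standard error 0.74), and 0 members of either list passed over all genes or when adjusted over the list alone. At P3 both lists were shifted up by as much, glutamate receptors by 0.28 (adjusted p = 0.00343, and adjusted p = 0.865 with an estimated correlation) and the GABA system by 0.25 (adjusted p = 0.0117, and adjusted p = 0.865 with an estimated correlation), with 0 members passing either way. Tested directly, the shift at P60 exceeded that at P13 by a mean of 0.52 for glutamate receptors (adjusted p = 0.0122, and adjusted p = 0.433 with an estimated correlation) and by 0.51 for the GABA system (adjusted p = 0.0813). Both lists hold genes that the study picked on these arrays, so their direction is not independent evidence. The mean of 25 cerebellar markers, none of them in the GABA list and 1, Grin2c, in that of glutamate receptors, differed by 0.68 at P60 and -0.76 at P13. With that mean as a covariate, chosen after seeing the data, the means at P60 were -0.03 for glutamate receptors (adjusted p = 0.469) and -0.09 for the GABA system (adjusted p = 0.869).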

CREB signaling was over-represented at both ages. This likely results from alterations in intracellular calcium levels due to the loss of a functional α9α10 nAChR, as evidenced in other systems where nicotinic signaling has been shown to activate CREB signaling pathways by altering intracellular calcium concentrations [23], [24].

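Over 29 measured genes of CREB signaling, which turns calcium entry into transcription, the mean log2 difference was 0.12 at P60 (camera adjusted p = 0.00924, and adjusted p = 0.263 with an estimated correlation). At P13 the mean was -0.05 and the median -0.08 with the test direction up (adjusted p = 0.259). No member passed at either age, over all genes or when adjusted over the list alone. Camk2b, a calcium-dependent kinase, had a difference of 1.09 at P60 (standard error 0.46), and Creb1 itself one of 1.38 at P13 (standard error 0.55, adjusted p = 0.147 from limma). The shift at P60 minus that at P13 had an adjusted p of 0.714. Cerebellar granule cell and Purkinje cell lists were higher at P60 too (means 0.72 and 0.67, camera adjusted p = 0.388 for each with an estimated correlation). The CREB mean was 0.01 with the mean of cerebellar markers as a covariate, chosen after seeing the data (adjusted p = 0.171). The paper proposes that altered intracellular calcium after loss of the receptor accounts for a change in CREB signaling at both ages.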

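Genes of synaptic vesicles and of the SNARE complex, which release transmitter, were shifted up in α9−/− cochleae at P60, by a mean log2 difference of 0.37 over 24 measured genes (camera adjusted p = 1.13e-08, and adjusted p = 0.263 with an estimated correlation). They included Syt1, the calcium sensor of release, at 0.83 (standard error 0.41), and the glutamate transporter gene Slc17a7 at 1.01 (standard error 0.73). Spiral ganglion neuron genes were shifted up at P60 by 0.30 (adjusted p = 0.000106, and adjusted p = 0.263 with an estimated correlation) and at P13 by 0.23 (adjusted p = 0.00446, and adjusted p = 0.785 with an estimated correlation). Calb2, a calcium buffer of these neurons and of hair cells, rose by 1.62 at P13 (standard error 0.34, adjusted p = 0.0464 from limma). The synaptic vesicle list was shifted up at P13 as well (mean 0.02, adjusted p = 0.0385, and adjusted p = 0.805 with an estimated correlation). Of the P13 wild type arrays only replicate 3 is without low Gapdh 5′ signal. Against it alone the P13 means were -0.11 for spiral ganglion neurons and -0.17 for synaptic vesicles. Between arrays of full and low 5′ signal of the same genotype they were 0.68 and 0.33 at P60 and -0.23 and -0.33 at P3. Apart from Calb2, 0 members of these lists passed over all genes or when adjusted over the list alone at either age. Purkinje cell markers of the cerebellum, which share synaptic genes with the cochlea, had a mean difference of 0.67 at P60 and -0.72 at P13. With the mean of cerebellar markers as a covariate, chosen after seeing the data, the means at P60 were 0.28 for synaptic vesicles (adjusted p = 8.3e-05) and 0.40 for spiral ganglion neurons (adjusted p = 9.02e-05).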

Many gene sets involved in neuronal processes were up-regulated in the α9^−/−^ animals. At P13, these included ephrin receptor signaling, axonal guidance signaling, Wnt/β-catenin signaling, neuregulin signaling, as well as PI3K/AKT pathway (Fig. 2C). 

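Ephrins and their receptors, which steer growing axons, were shifted up in α9−/− cochleae at P13, with a mean log2 difference of 0.08 and a median of 0.00 over 21 genes (camera adjusted p = 0.0261, and adjusted p = 0.393 with an estimated correlation). Efna4 rose by 0.87 (adjusted p = 0.0485) and Ephb4 by 0.76 (adjusted p = 0.0456), and 4 members rose when adjusted over the list alone. Among 50 axonal guidance genes Sema5a rose by 2.12 (standard error 0.24, adjusted p = 0.0257) and Sema4c by 0.79, Sema4a fell (-0.75), and 4 rose and 3 fell when adjusted over the list alone. That list had a mean of 0.07, a median of -0.03 and the test direction up (adjusted p = 0.0132, and adjusted p = 0.393 with an estimated correlation). Genes of the PI3K/AKT pathway were shifted up by 0.07 (adjusted p = 0.046, and adjusted p = 0.393 with an estimated correlation), and 1 of 32 members, Inppl1, rose by 1.89 (standard error 0.28, adjusted p = 0.0307), with 2 higher and 1 lower when adjusted over the list alone. Wnt/β-catenin genes had a mean of -0.09 (test direction up, adjusted p = 0.535) and neuregulin genes a mean of -0.13 (test direction up, adjusted p = 0.793), and 0 of their members passed over all genes or when adjusted over the list alone. The β-actin 3′ signal exceeded its 5′ signal by 3.29 ± 1.74 (SD, n = 3) in wild type and 0.91 ± 0.04 (SD, n = 3) in α9−/− at this age. Of the P13 wild type arrays only replicate 3 is without low Gapdh 5′ signal. Against it alone the means were 0.09 for ephrins and their receptors, 0.05 for axonal guidance and -0.05 for PI3K/AKT. Between arrays of full and low 5′ signal of the same genotype the PI3K/AKT mean was 0.25 at P60 and 0.03 at P3.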

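At P60 the sodium channel gene Scn2a (gene ID 110876, chromosome 2, 65620764 to 65767447) had a log2 signal of 4.82 ± 0.95 (SD, n = 3) in wild type and 7.32 ± 1.20 (SD, n = 3) in α9−/−. The log2 difference was 2.50 (standard error 0.68, adjusted p = 0.776 from limma), and at the Scn2a probe set of highest signal it was 0.88 (standard error 0.54). Scn9a, a sodium channel of peripheral sensory neurons, had a difference of 2.09 (standard error 0.48), and the potassium channel genes and partners Kcnd3, Kcnab1 and Kcnip4 had 2.47, 1.81 and 1.82 (standard errors 0.59, 0.43 and 0.49). The AMPA receptor genes Gria4 and Gria1 had 1.76 and 1.89 (standard errors 0.61 and 0.78). None of these 7 genes passed over the probe sets tested. At the probe sets of highest signal, a comparison chosen after seeing the data, the differences were 0.07 for Scn9a, 0.62 for Kcnd3, 0.48 for Kcnab1, 0.26 for Kcnip4 and 0.59 for Gria4, while that of Gria1 is the same. With the variance filter taken among the P60 arrays, Scn2a (adjusted p = 0.00662), Kcnd3 (0.00781) and Scn9a (0.0446) passed. The list of 32 potassium channel genes was shifted up by a mean of 0.14 (camera adjusted p = 0.00237, and adjusted p = 0.263 with an estimated correlation), and that of sodium channels had a mean of 0.21 (adjusted p = 0.0528), with 0 members of either passing over all genes or when adjusted over the list alone. The study picked the named channels on these arrays, so they are not independent evidence of the lists' direction. The mean log2 signal of 25 cerebellar markers was 7.75 to 9.24 in the wild type and 8.50 to 9.94 in the α9−/− pools, and with it as a covariate, chosen after seeing the data, the potassium channel mean was 0.11 (adjusted p = 0.0132).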

At P60, up-regulated genes included those encoding voltage-gated sodium channels (*Scn2a, Scn9a*), potassium channels and transporters (*Kcnd3, Kcnd2, Kcnab1, Kcnip4*), excitatory (*Gria4, Gria1*) and inhibitory neurotransmission (*Gabrb3, Gabrb2, Gabra6, Gabra1, Gabbr1 and Gad1*). qPCR analysis confirmed the up-regulation of several GABA receptor subunits and potassium channels in the α9^−/−^ animals (Fig. 3).

**Figure 3:**
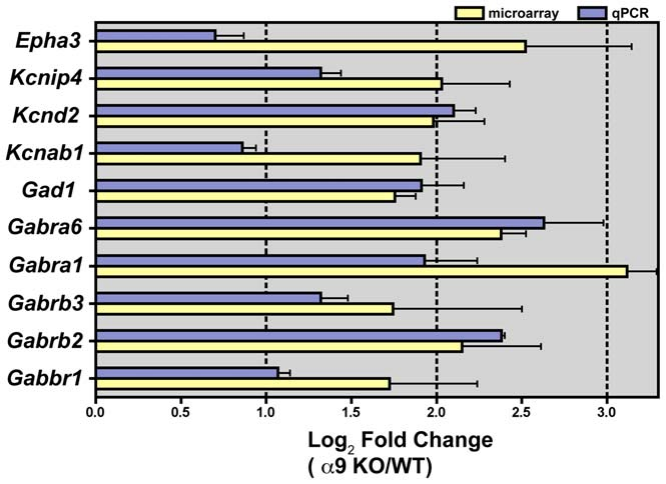
Confirmation of selected genes at the transcript level. (**A**) Log_2_ fold changes in expression levels of selected transcripts measured by qPCR are plotted alongside their fold changes obtained by microarray analysis. For the ten selected genes, expression values from microarray and qPCR showed similar relative changes (*p*<0.05, two-tailed *t*-test). Error bars indicate SEM.

### Effect of Loss of α9^−/−^ on GABA Receptor Subunits

Because little is known of the function of the GABAergic system in cochlear processing, we subsequently analyzed the protein expression of GABA receptor subunits in adult (P60) animals to verify that gene expression changes led to alterations in protein expression. We selected GABA_A_α1 *(Gabra1)* and GABA_A_β2 *(Gabrb2)* for further examination. These two subunits exhibited a high fold change in α9^−/−^ mice in both microarray and qPCR experiments at P60 and are widely expressed in the central nervous system (CNS). 

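Gabrb2, which encodes the β2 subunit of the GABA-A receptor (gene ID 14401, chromosome 11, 42419515 to 42632591), had a log2 signal at P60 of 7.48 ± 0.98 (SD, n = 3) in wild type and 9.82 ± 1.16 (SD, n = 3) in α9−/− cochleae. The log2 difference was 2.34 (standard error 0.67). Gabra6, the α6 subunit (gene ID 14399, chromosome 11, 42306437 to 42321072), had signals of 7.13 ± 1.86 (SD, n = 3) and 9.45 ± 1.79 (SD, n = 3), a difference of 2.32 (standard error 1.12). Gabbr1, a subunit of the GABA-B receptor, had a difference of 2.03 (standard error 0.62), and Gad1, which synthesizes GABA, of 1.92 (standard error 0.71). The adjusted p of each of the 4 genes was 0.776 from limma, so none was called. With the variance filter taken among the P60 arrays, Gabrb2 (adjusted p = 0.0138) and Gabra6 (adjusted p = 0.0147) passed. Gabra6 is a gene of cerebellar granule cells, and over the 6 arrays the mean of the 4 genes followed the mean of cerebellar markers with Pearson r = 0.783 (exact permutation p = 0.0667) and Spearman rho = 0.714 (exact permutation p = 0.136). Without the 2 arrays farthest from the median of the markers r was 0.560. At the probe sets of highest signal, a comparison chosen after seeing the data, the differences were 0.89 for Gabrb2, 1.52 for Gabra6, 0.68 for Gabbr1 and 0.58 for Gad1, and their mean followed the markers with Pearson r = 0.996 (exact permutation p = 0.00139). With the marker mean as a covariate the mean difference was -0.01 at these probe sets and 1.52 at those of Table S1.

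**Figure D3:**
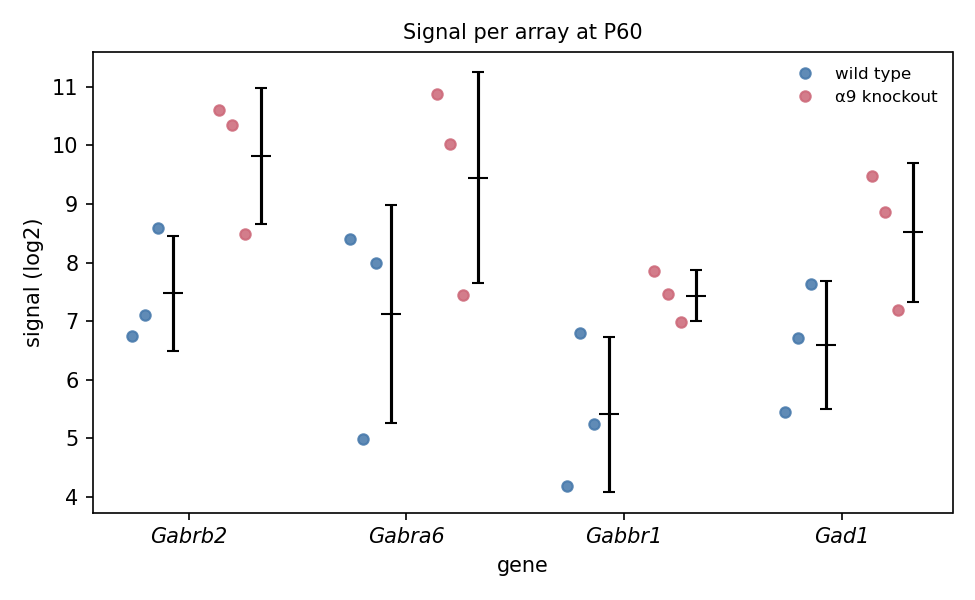
Log2 signal of Gabrb2, Gabra6, Gabbr1 and Gad1 at P60. Each point is 1 array, and the black marks give the mean and SD of the 3 arrays of a genotype. The arrays of the genotypes overlap for Gabrb2, Gabra6 and Gad1 and lie apart for Gabbr1.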

GABA_A_ receptor subunit α1 is the most abundant of the GABA_A_ subunits and is often co-localized with β2 and γ2 subunits [25].

Immunoprecipitation and western blotting indicated that ablation of the α9 gene increased expression levels of GABA_A_β2 (58%, *p*-value = 0.0287) and GABA_A_α1 (18%, *p*-value = 0.0406) (Fig. 4A–B). Using antibodies to the GABA_A_β2 subunit, we also performed immunohistochemical labeling to investigate the cellular source(s) of the altered GABA_A_β2 expression. Wild type and α9^−/−^ tissue sections were processed simultaneously and resultant labeling was examined by confocal microscopy, ensuring that the laser intensity and camera gain were held constant. Background, assessed along the auditory nerve and spiral limbus, was similar between wild type and α9^−/−^ mice. Confocal-based immunofluorescence labeling for GABA_A_β2 was localized specifically to the organ of Corti, occuring diffusely in the IHC and OHC cytoplasm and at the base of OHCs (Fig. 4C–D). In α9^−/−^ mice, GABA_A_β2 immunostain intensity in the sensory hair cells appeared higher than that of the age matched wild-type mice. Deiters cells, which reside below the OHCs and support their physical link to the basilar membrane, also appeared moderately more intensely labeled than in wild type. Although qualitative in nature, these results further support the finding that GABA_A_ receptor expression is increased in the α9^−/−^ mice, and that this increase occurs in the same cells previously shown to express GABA receptors under normal conditions [26].

**Figure 4:**
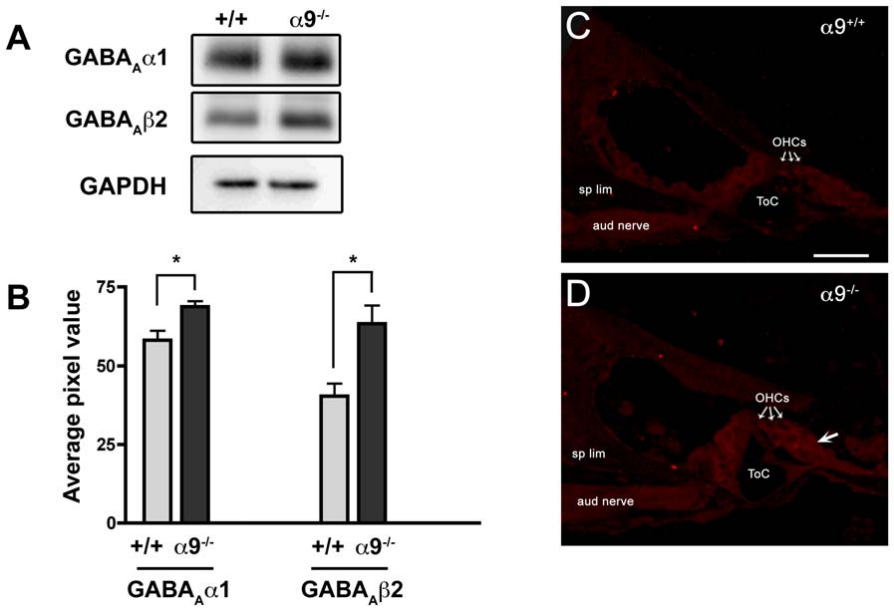
Quantitative protein expression analysis of select GABA receptor subunits and cellular localization of changes to GABA_A_β2 expression. (**A**) Protein expression of GABA_A_ subunits was assessed by immunoprecipitation (IP) to confirm changes observed at a transcriptional level. 200 µg cochlear lysates from wild type and α9^−/−^ were subjected to IP with antibodies against GABA_A_α1 and GABA_A_β2 subunits. The immunoprecipitates were analysed by western blotting with anti-GABA_A_α1 or anti- GABA_A_β2. A separate western blot was run in parallel using the same lysates used for IP experiments for wild type and α9^−/−^ samples. A representative western blot including GAPDH loading control is shown. (**B**) Quantitative western blot analyses for GABA_A_α1 and GABA_A_β2 are shown. Average pixel values averaged over biological triplicates from IP experiments are indicated for wild type and α9^−/−^. GABA_A_α1 protein expression increased by 18% in α9^−/−^ (*p* = 0.041) and GABA_A_β2 expression increased by 58% in α9^−/−^ (*p* = 0.029) when compared to wild type. Error bars indicate SEM, and a significant change is denoted with an asterisk (two-tailed *t*-test). (**C**) In adult wild type ears, GABA_A_β2 immunostaining is observed in the inner and outer hair cells. (**D**) In α9^−/−^ OHCs, GABA_A_β2 immunolabeling is particularly dense in the apical regions, as well as at the synaptic pole. The small arrows indicate outer hair cells and the larger arrow in (D) indicates the border between outer hair cells and Deiters' cells. *Sp lim*, spiral limbus; *ToC*, tunnel of Corti; *OHC*, outer hair cell. Scale bar, 25 µm.

### Gene Set Enrichment Analysis Shows Differential Expression of Several Signaling Pathways

Methods designed to reveal expression changes at the level of the single gene are powerful, but depend on that change being high with low variance across samples. As a complement to an analysis at the single gene level, it is possible to investigate whether specific pathways or processes represented by sets of genes are differentially expressed between samples. These sets of genes can elucidate higher order systems level cellular responses to changing conditions. Gene Set Enrichment Analysis (GSEA), a statistical tool that assesses differential expression of *a priori* defined sets, was employed. GSEA can be used to identify subtle but consistent pathway changes in microarray data when analysis at the individual transcript level cannot detect statistically significant variation. For example, this approach has been used to define coordinate gene expression changes that are subtle at the level of the individual gene, and yet highly relevant to diabetes [27]. The GSEA method calculates an enrichment measure called the enrichment score (ES), which is a Kolmogorov-Smirnov running sum, and a normalized enrichment score (NES) that accounts for the size of the gene sets. The magnitude of ES reflects the degree of enrichment for a given gene set, and the sign of ES indicates the correlation of gene expression with a particular phenotype. For our analyses, a negative ES indicates that the molecules in a given gene set are down-regulated in the α9^−/−^ mice, and a positive ES indicates up-regulation in the knockout animals compared to wild type.

Sets of genes in the α9^−/−^ data were compared to wild type controls at specific developmental time points using GSEA. We considered 1,892 gene sets downloaded from the molecular signature database (MSigDB collection c2; Broad Institute, MIT). After filtering for gene set size (min = 15, max = 500), a total of 1,390 curated gene sets were obtained. One of the top enriched gene sets at P3 and P13 was the IGF-1 gene set, which corresponds to molecules differentially induced by IGF1 (when compared to PDGF) in myoblasts. Interestingly, the IGF1 gene set showed significant positive enrichment at P3 and negative enrichment at P13, suggesting a possible compensatory role at P3 upon loss of the α9 subunit (Fig. 5A). 

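Igfbp2, a secreted binding protein of insulin-like growth factors, had a log2 difference of 1.16 at P13 (standard error 0.32, adjusted p = 0.0766 from limma), and Igf2 one of 0.81 (standard error 0.30). Over a list of 15 genes of the IGF axis, their ligands, receptors and binding proteins, the mean difference at P13 was 0.22 (camera adjusted p = 0.0132, and adjusted p = 0.396 with an estimated correlation). It was 0.08 against wild type replicate 3 alone, the P13 wild type array without low Gapdh 5′ signal. Between arrays of full and low 5′ signal of the same genotype the list mean was 0.19 at P60 and 0.01 at P3. At P3 the mean was -0.02 (adjusted p = 0.718). No member passed at either age, over all genes or when adjusted over the list alone. The shift at P13 minus that at P3 had a mean of 0.24 (adjusted p = 0.0418, and adjusted p = 0.616 with an estimated correlation). The set that the paper used, of genes that respond to IGF1, was not analysed here.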

Other curated gene sets were preferentially enriched at either P13 or P60. 

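At P13 the list of myelin genes shared by Schwann cells and oligodendrocytes had a mean log2 difference of 0.36 over 12 genes (camera adjusted p = 7.36e-05, and adjusted p = 0.446 with an estimated correlation), with 0 members passing over all genes and 2 higher when adjusted over the list alone. The list held Gjc3, a connexin, at 1.43 (standard error 0.34, adjusted p = 0.0559), while its largest difference was a lower one, Galc at -2.17 (standard error 1.15, adjusted p = 0.247). At P3 the same list was shifted down by a mean of -0.36 (adjusted p = 0.0356, and adjusted p = 0.993 with an estimated correlation), and 1 member, Galc, fell by -3.20 (adjusted p = 0.0291). Another Mbp probe set had a difference of 1.39 (standard error 0.30, adjusted p = 0.037 from limma), under the fold threshold, and the Mbp probe set of highest signal, which represents it in the list, 0.36 (adjusted p = 0.275). Schwann cell genes had a mean of 0.32 (adjusted p = 0.00836, and adjusted p = 0.652 with an estimated correlation), with 0 passing. In TGF-β signaling, 4 of 41 genes rose, namely Tgfb1 (3.22), Smad5 (1.35), Eng (1.21) and Bmp4 (1.19), and 7 rose and 1 fell when adjusted over the list alone. This list had a mean of 0.20, a median of -0.06 and the test direction up (adjusted p = 0.00873, and adjusted p = 0.393 with an estimated correlation). In the Wnt list the largest difference was that of the Wnt inhibitor Wif1, 1.91 (standard error 0.49, adjusted p = 0.0628). The transferrin receptor 3′ signal exceeded its 5′ signal by 3.73 ± 1.11 (SD, n = 3) in wild type and 2.47 ± 0.49 (SD, n = 3) in α9−/− at P13 (exact permutation test, two-sided p = 0.2). Of the P13 wild type arrays only replicate 3 is without low Gapdh 5′ signal. Against it alone the means were 0.06 for the myelin list, 0.19 for Schwann cell genes and 0.10 for TGF-β signaling.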

At P13, the top enriched gene sets included myelination and several that are activated during synapse formation such as Wnt and TGF-β signaling, all significantly enriched at FDR q-val <0.05. The positive enrichment of these early development pathways in the α9^−/−^ animals at P13, at a time when the auditory function should become stabilized, may contribute to the formation of abnormal synaptic structures in α9^−/−^ adult cochleae since effectors of both Wnt and TGF-β pathways mediate cross talk between pre- and postsynaptic sites [28], [29]. However, at P60, modules related to energy metabolism such as PGC-1α pathway and glycogen metabolism were ranked at the top of enriched gene sets. 

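At P60, genes of the PGC-1α pathway, which drives mitochondrial biogenesis, were shifted up in α9−/− cochleae by a mean log2 difference of 0.19 over 27 genes (camera adjusted p = 0.00152, and adjusted p = 0.263 with an estimated correlation). The list holds the kinase gene Camk4, with a difference of 0.77 (standard error 0.72) at the probe set of highest signal and 2.09 (standard error 0.47) at the probe set of Table S1. No member passed over all genes or when adjusted over the list alone. The largest difference was that of Camk2b, a kinase abundant in neurons, at 1.09. Cerebellar granule cell and Purkinje cell lists were higher at this age (means 0.72 and 0.67, camera adjusted p = 0.388 for each with an estimated correlation). With the mean of cerebellar markers as a covariate, chosen after seeing the data, the PGC-1α mean was 0.13 (adjusted p = 0.0197). Genes of oxidative phosphorylation had a mean of 0.04, a median of -0.01 and the test direction up (adjusted p = 0.018, and adjusted p = 0.612 with an estimated correlation). Between arrays of full and low 5′ signal of the same genotype their mean was 0.17 at P60 and -0.23 at P3. Genes of glycogen metabolism had a mean of -0.01 (test direction up, adjusted p = 0.34), with the phosphorylase gene Pygb at 0.47 and 0 passing. The P60 wild type array with low Gapdh 5′ signal also had the lowest median signal at that age, 6.56 against 6.64 to 6.66.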

Several gene sets were over-represented in the α9^−/−^ mice at both P13 and P60. For example, the *aged mouse cortex dn* set, which includes molecules that are down-regulated in the aging cortex, was up-regulated in the α9^−/−^ mice at both ages. Genes in this set include key genes involved in neuronal structure and signaling, such as Dynactin 1 (*Dctn1*) and Apolipoprotein E (*Apoe*). Additionally, ubiquitin-mediated proteolysis was significantly enriched at both P13 and P60, but was ranked in a different order (Fig. 5B). 

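Dctn1, a part of the dynactin complex that links dynein to its cargo (gene ID 13191, chromosome 6, 83165909 to 83200118), had a log2 signal at P60 of 10.89 ± 0.94 (SD, n = 3) in wild type and 11.51 ± 0.13 (SD, n = 3) in α9−/−. The log2 difference was 0.62 (standard error 0.45, adjusted p = 0.796 from limma). Apoe, a lipid carrier made by glia (gene ID 11816, chromosome 7, 19696244 to 19701310), had signals of 11.12 ± 3.20 (SD, n = 3) and 12.69 ± 0.37 (SD, n = 3), a difference of 1.57 (standard error 1.39, adjusted p = 0.797). Without P60 wild type replicate 1, the array with low Gapdh 5′ signal, the Apoe difference was -0.27. At P13 the differences were 1.05 for Dctn1 (standard error 0.23, adjusted p = 0.047, under the fold threshold) and 2.13 for Apoe (standard error 0.60, adjusted p = 0.0547). The gene set that held both genes in the paper was not analysed here.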

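Of 70 measured genes of ubiquitin-mediated proteolysis, 0 passed at P13 or P60, over all genes or when adjusted over the list alone. The ubiquitin-conjugating enzyme genes Ube2s and Ube2c had log2 differences of 1.56 (standard error 0.36, adjusted p = 0.0515) and 1.08 (standard error 0.32, adjusted p = 0.0819) at P13, and 1.47 and 0.86 at P60. The list had a mean of -0.05 and a median of -0.13 at P13 (test direction up, camera adjusted p = 0.531) and a mean of 0.02 and a median of -0.05 at P60 (test direction up, adjusted p = 0.0576). Proteasome subunits, which degrade the tagged proteins, had a mean of 0.12 at P13 (adjusted p = 0.0618) and of 0.16 at P60 (adjusted p = 0.00815, and adjusted p = 0.507 with an estimated correlation), with Psmd7 at 2.60 (standard error 0.77) and 1.52 (standard error 1.15). Without P60 wild type replicate 1 the proteasome mean at P60 was -0.09. Nedd8, a ubiquitin-like modifier, had a difference of -0.20 at P13 (standard error 0.19).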

The misregulation of ubiquitin-mediated proteolysis parallels the over-representation of the CREB pathway at both ages. Additionally, we selected four genes in three of the GSEA categories for validation by qPCR at P13 (Fig. 5C). Out of four genes, *Mbp* was highly upregulated in α9^−/−^ mice and three (*Capn1*, *Adam10*, *Nedd8*) showed subtle yet statistically significant over-expression in α9^−/−^ mice.

**Figure 5:**
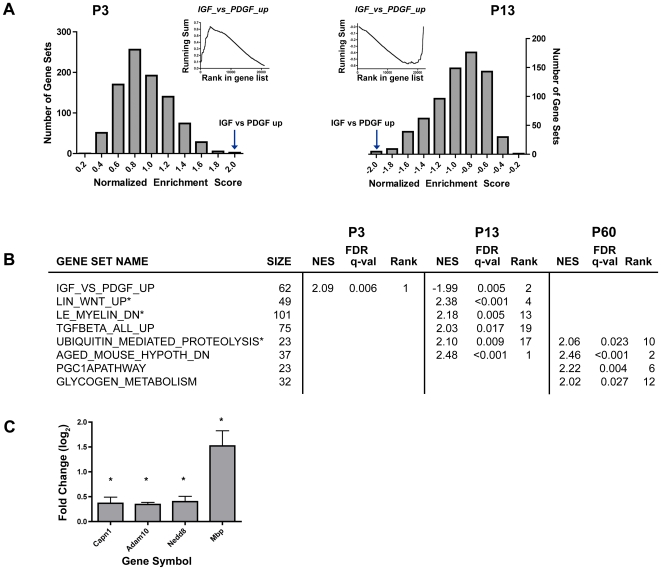
Gene set enrichment analysis of α9^−/−^ and wild type. (**A**) GSEA analysis of IGF1_vs_PDGF gene set. The inset depicts the running sum for the IGF1_vs_PDGF gene set at each gene in the rank-ordered list comparing α9^−/−^ and wild type at P60. The enrichment score is the maximum (up-regulated molecules) or minimum (down-regulated molecules) deviation from zero. The main plot shows the frequency distribution of normalized enrichment scores for all 1,390 gene sets. The arrow points to the bin that includes the IGF1_vs_PDGF gene set. (**B**) Several significantly differentially expressed gene sets with particular roles in synapse development or function are shown at P3, P13 and P60 (FDR q-value <0.05). Rank indicates the position of the gene set when compared to all others (a total of 1,390). (**C**) Log_2_ fold changes from qPCR validations are shown for four genes that were selected from three gene sets: *Capn1* (LIN_WNT_UP), *Adam10* and *Mbp* (LE_MYELIN_DN) and *Nedd8* (UBIQUITIN_MEDIATED_PROTEOLYSIS). A significant change is denoted with an asterisk (*p*<0.05, two-tailed *t*-test).

### Neuronal Gene Set: A Subset of Neuronal Genes Differentially Expressed in the α9^−/−^

In addition to publicly available gene sets that span biological processes in a wide variety of tissues and experimental conditions, gene sets specifically enriched in neuronal tissues might also provide insight into the mechanisms directing the observed abnormal synaptic phenotype in the α9^−/−^ mice. Clustering methods have long been used to identify sets of co-regulated genes [30], [31]. However, these approaches have the potential to miss interesting patterns since they compute similarity over all experimental samples. Functionally related genes may be co-expressed only in a subset of conditions, and such gene sets would be missed by traditional clustering methods. Accordingly, biclustering methods [32]–[35], which cluster genes and conditions simultaneously, can be used to uncover sets of genes with coherent expression over a subset of samples. Biclustering has successfully been applied to microarray gene expression data from various systems to uncover abnormally expressed functional modules [36], [37].

We sought to identify biclusters that show meaningful patterns of coherent expression across data sets from different neuronal tissues and to test the hypothesis that these gene sets represent pathways generally relevant to neuronal function. We therefore compiled a collection of neuronal gene expression data to find biclusters that show coherent expression patterns over a subset of relevant samples. Specifically, single-channel gene expression data from three separate studies (GSE9803, GSE4040 and GSE4034) were downloaded from Gene Expression Omnibus (NCBI). All of the datasets were from mouse brain tissue samples hybridized to Affymetrix Mouse 430.2 chips. Twelve samples were from hippocampus, 9 from amygdala and 5 from striatum. Only data from wild type adult animals were considered, and data from specific mutants or treatments were excluded. The raw data were quantile-normalized as a group and filtered to remove probes with low expression variance across studies. Biclustering was performed on the resulting 22,550 probes and 29 samples using the Iterative Search Algorithm (ISA) as described [38] and as implemented by the BiCAT toolbox [39]. The ISA algorithm identified 33 “neuronal biclusters” across multiple brain tissues. The GSEA statistical framework was used as previously described above to evaluate differential expression of the biclusters on our whole-genome microarray data comparing wild type and α9^−/−^ cochlear samples (Table S3). We found 10 biclusters at P60, 17 biclusters at P13, 9 biclusters at P7 and 13 biclusters at P3 that showed significant differential expression in our data (FDR q-value <0.05).

Of the 33 biclusters, we selected bicluster9 (containing 306 probe sets) for further analysis because GSEA analysis ranked it as the most significantly differentially expressed bicluster between α9^−/−^ and wild type samples at P60, and because it displayed significant differential expression at all developmental ages. 

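Bicluster9 was higher in α9−/− cochleae at P60, with a normalized enrichment score of 3.42 (gene-set permutation p = 0.00196). Of its probe sets 305 distinct ones were on the arrays, and their median log2 difference was 0.52. The set held the transferrin receptor gene Tfrc, at 2.04 (standard error 0.67), and Stom. As a set against all others, camera with an estimated correlation gave p = 0.0141. The gene-set permutation p takes genes as independent. With simulated data that held no change it was under 0.05 in 3 of 4 sets, and the cause of this was not tested. The paper picked this set out of 33 biclusters by its enrichment on these arrays, so its direction at P60 is not independent evidence. Within wild type at P60, replicates 2 and 3 minus the low 5′ replicate 1 had a median of 0.16 over the set and of -0.21 over all probe sets.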

To interpret the biological importance of this bicluster, the PANTHER database was used to define significantly enriched functional categories among the 306 probe sets. Bicluster9 showed over-representation of several PANTHER categories known to be involved in neuronal processes, such as neurogenesis, SNARE protein-related processes, and expression of actin binding cytoskeletal proteins. Gene-by-gene inspection of the bicluster's 20 most differentially-expressed genes (according to GSEA) at P60 indicated that while a fraction of the genes have previously assigned roles in neuronal and synaptic development, notably *Mef2a*, *Dlgh2 (PSD93)* and *Stxbp1*, many have not previously been implicated in neural processes (Fig. 6A). 

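Among the 20 probe sets of bicluster9 that ranked highest at P60, Dlg2, a scaffold of postsynaptic densities (gene ID 23859, chromosome 7, 90476188 to 92449246), had a log2 signal of 4.35 ± 0.75 (SD, n = 3) in wild type and 6.22 ± 0.82 (SD, n = 3) in α9−/−. The log2 difference was 1.88 (standard error 0.51, adjusted p = 0.885 from limma without the variance filter). Mef2a, a transcription factor that restricts synapse number (gene ID 17258, chromosome 7, 67231163 to 67376456), had 4.70 ± 0.90 (SD, n = 3) and 6.16 ± 0.29 (SD, n = 3), a difference of 1.46 (standard error 0.45). At the probe sets of highest signal the differences were 0.43 for Dlg2 and 0.05 for Mef2a. Slc12a5, the chloride transporter that makes GABA inhibitory in neurons, had a difference of 1.56 (standard error 0.35). The chromatin gene Nsd1 (1.56), the tubulin ligase gene Ttll7 (1.72), the receptor gene Tgfbr1 (1.47) and the deubiquitinase gene Usp9x (1.34) also ranked among these. None of the 20 passed over all probe sets. The Tfrc 5′ control probe set was itself 1 of the 20, in rank 10, with a difference of 1.86 (standard error 0.78).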

Our results suggest a possible novel role for these genes in α9-mediated activity in the cochlea.

**Figure 6:**
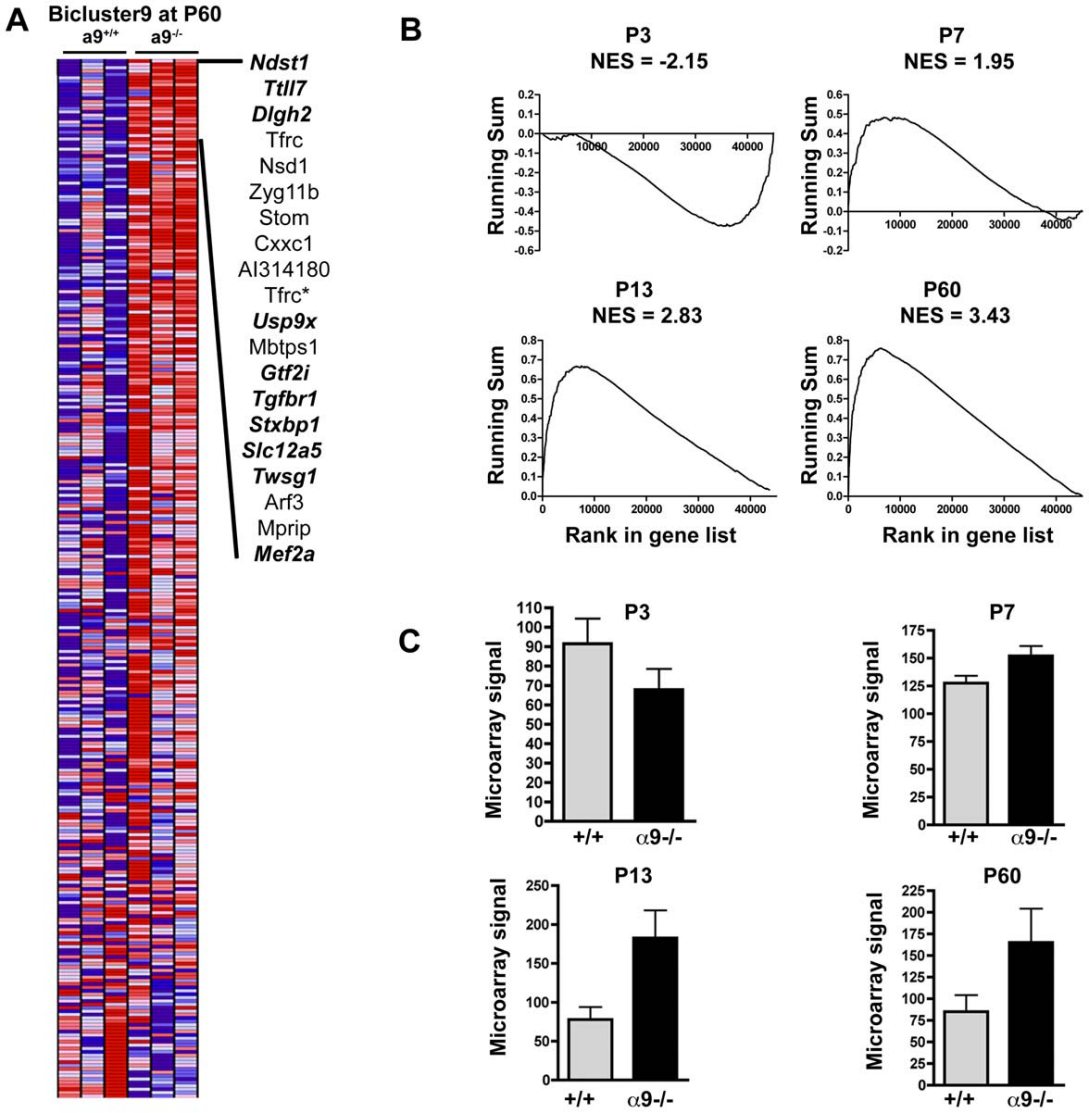
Gene set enrichment analysis of *bicluster9*. (**A**) All the genes included in bicluster9 are represented as a heatmap ordered by their ranking in the gene list comparing the expression between wild type and α9^−/−^ at P60. The top 20 genes that contribute the most to the enrichment score are shown. An asterisk next to the gene name indicates that it is repeated twice because of probe mappings. Italicized genes in bold have previously known functional roles in the nervous system. Red indicates high expression; blue indicates low expression. (**B**) The running sum enrichment scores for bicluster9 are shown for each age. *NES*, normalized enrichment score. (**C**) Leading edge subset analysis for bicluster9 at each age. Normalized microarray signal values for wild type and α9^−/−^ animals are averaged over all genes in the leading edge subset at each time point. Error bars indicate SEM.

Bicluster9 also showed significant differential expression at all sampled postnatal ages. Of interest, this bicluster was significantly down-regulated in the knockout animals at P3, and up-regulated for the subsequent ages, suggesting its possible involvement in activity-induced changes (Fig. 6B). 

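The enrichment score of bicluster9 was -2.10 at P3 (gene-set permutation p = 0.00248), 1.96 at P7 (p = 0.00165) and 2.86 at P13 (p = 0.0012). The median log2 difference of its probe sets was -0.11, 0.09 and 0.37 at these ages. With an estimated correlation camera gave p = 0.554 at P3, p = 0.504 at P7 and p = 0.0592 at P13. The direction at P3 turned when α9−/− replicate 2 was left out (1.58) or when wild type replicate 3 was (0.80), and was kept without both arrays of low Gapdh 5′ signal, α9−/− replicate 2 and wild type replicate 1 (-2.40, chosen after seeing the data). At P7 it turned without wild type replicate 1 (-1.03) or α9−/− replicate 2 (-1.36), while at P13 the scores with 1 array left out ran from 2.64 to 3.01. Without the arrays of low Gapdh 5′ signal the score was 2.90 at P13, with 1 wild type array left, and 3.07 at P60. Within α9−/− at P3, replicates 1 and 3 minus the low 5′ replicate 2 had a median of 0.49 over the set, with 233 probe sets higher, and of -0.17 over all probe sets. Of the probe sets that rose at P13, 39 were members of bicluster9. From its change of sign after P3, the paper proposes that this bicluster takes part in changes induced by activity.

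**Figure D4:**
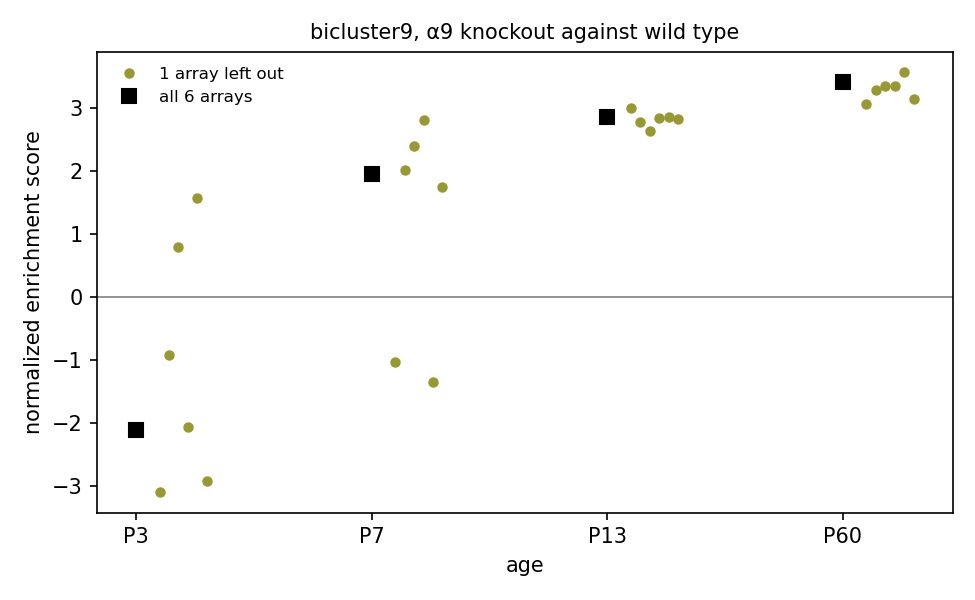
Normalized enrichment score of bicluster9 at each age. The black square is the score with all 6 arrays and the other points are scores with 1 array left out. At P3 and P7 the points lie on both sides of 0, and at P13 and P60 all lie above it.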

To quantitatively determine which members of bicluster9 contribute the most to ES, we extracted the core members that account for the enrichment score from the “leading edge” subsets [40]. The leading edge subset includes all genes from the set that increase the magnitude of that set's enrichment score; these are generally the most strongly up- or down-regulated genes in the gene set. The results indicated that at P3, 118 genes (out of 306) contribute to the enrichment score. This number decreased slightly at P7 (98), but increased at P13 (153) and at P60 (201) (Table S4). 

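The leading edge, the members that carry the enrichment score, held 118 probe sets of bicluster9 at P3, 98 at P7, 153 at P13 and 200 at P60. Of those listed in Table S4, 116, 98, 153 and 200 were among them. At P60 the leading edge held Nsd1, Ttll7, Tgfbr1, Usp9x, the ADP-ribosylation factor gene Arf3 and the protease gene Mbtps1, and these 6 were also in the leading edge at P3, where the score was negative. These counts follow from a ranking of 6 arrays per age and have no error of their own.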

The average difference in normalized microarray signals of the leading-edge genes in bicluster9 between wild type and α9^−/−^ mice was also greatest at P13 and P60 (Fig. 6C).

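The mean signal of the leading edge on the unlogged scale was 91.5 in wild type and 67.8 in α9−/− at P3, and 56.3 and 79.3 at P7. At P13 it was 77.8 and 183, and at P60 85.1 and 165. Twsg1, a secreted modulator of BMP signaling in the set, had a log2 difference of 1.79 at P60 (standard error 0.42), and Gtf2i, a general transcription factor, of 1.62 (standard error 0.50). The leading edge is chosen for its difference at each age, so no test was applied to these means. The log2 means were 5.36 and 6.57 at P13 and 5.35 and 6.23 at P60.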

We selected two genes from bicluster9 for validation by qPCR at P13. As described in the GSEA validation, *Capn1* (which was also a member of bicluster9) showed subtle yet statistically significant over-expression in α9^−/−^ mice (*p*<0.05, Fig. 5C). On the other hand, qPCR analysis of *Stom* expression revealed a slight increase in the knockout, but did not meet our threshold for significance (data not shown).

### Cluster Analysis of Global Expression Patterns

Following the single transcript and gene set level analyses, we assessed the dynamic transcriptome from a systems-level point of view. We reduced the dimensionality of the entire transcriptome using the gene expression dynamics inspector (GEDI) program [41]. GEDI enables the visualization of time series data by mapping similar temporal profiles into a mosaic pattern of genes using self-organizing maps (SOMs). Specifically, the gene expression profiles of 4 time points (averaged over biological triplicates) were visualized using 4 SOMs per genotype. In our time-series analysis, each SOM represents a mosaic of 26×25 tiles containing 650 clusters (Fig. 7A, Video S1, Video S2). The address of each tile is exactly repeated in each mosaic, and thus each address contains the same genes, allowing for direct comparison between SOMs of different ages.

**Figure 7:**
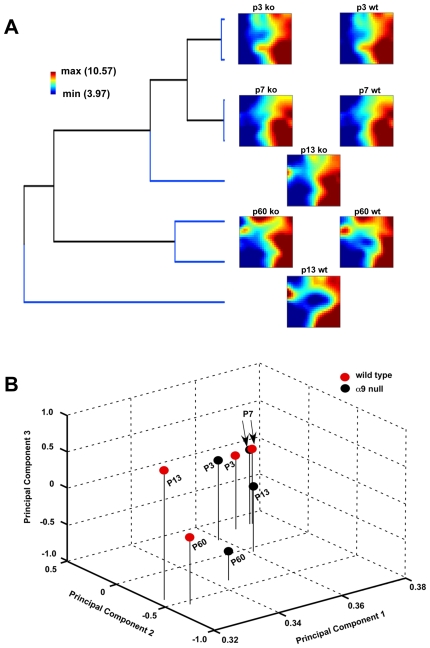
Comparison of dynamic gene expression levels of wild type and α9^−/−^. (**A**) Hierarchical clustering of centroids indicates similarity between genotypes and across ages. Mosaic patterns are pseudo-colored SOMs of the 650 metagene profiles from developing wild type and α9^−/−^ cochleae. Each tile contains genes with similar expression patterns and the spatial location of each tile is preserved across maps. Tile colors indicate the expression level of the centroids, with red representing high expression and blue representing low expression. (**B**) Principal component analysis (PCA) comparing SOM centroids. Each sample is projected onto a three dimensional grid comprised of the first three (strongest) principal components. PCA indicates the differences between wild type and α9^−/−^ cochlea at P13 and P60.

We further subjected SOM clusters to a second level of clustering. Specifically, the centroids for each cluster in the SOM mosaic were hierarchically clustered using average linkage with Pearson correlation as the distance metric (Fig. 7A). Clustering of the centroids revealed the underlying similarities in gene expression between genotypes across ages. Since dendrogram structure can depend on the specific aggregation method chosen, the stability of the hierarchical clusters was evaluated by varying the methods used to calculate the dissimilarity matrix and to build dendrograms [42]. Seven aggregation methods were used to separately build the dendrogram (Ward, Mcquitty, centroid, median, single, average or complete linkage), and 3 distance metrics were examined in calculating the dissimilarity matrix (Spearman, Kendall and Pearson). Overall, the methods used for distance calculations or dendrograms did not affect the clustering pattern. 

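The P13 α9−/− mean joined the P3 and P7 groups before the P13 wild type in all 36 planned settings, of which 8 changed the linkage or the distance, 24 left out 1 array each and the rest changed the probe sets or the normalization. The map held 650 tiles in 26 columns and 25 rows. The distance of the P13 α9−/− mean to its nearest P3 or P7 group was 0.306 to 0.716 times its distance to the P13 wild type over these settings and 0.488 with all arrays. Over the 358 probe sets of the maturation score whose signal differed by less than 0.5 log2 between arrays of full and low 5′ control signal, within each genotype, the P13 α9−/− scores were 0.523 to 0.654 and the wild type scores 0.648 to 0.713. Over all probe sets with such small differences, a choice made after seeing the data, the P13 means of the 2 genotypes joined each other first, with a distance of 0.00752 against 0.0118 to the nearest early group. Without the arrays of low Gapdh 5′ signal, also chosen after seeing the data, the P13 α9−/− mean joined the P7 groups first, with a distance of 0.0207 against 0.0309 to the 1 wild type array left at P13.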

The clustering pattern was further corroborated with principal component analysis (PCA) of the centroid data obtained from GEDI analysis (Fig. 7B). Consistent with hierarchical clustering, the distance between wild type and α9^−/−^ mice at P13 was evident in the PCA sample plane.

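In the principal components of the map, the P13 wild type mean lay at 7.01 on the first and 12.88 on the second component, and the P13 α9−/− mean at 2.13 and 4.24. The P60 means lay at 11.53 and -3.46 for wild type and 10.00 and -8.86 for α9−/−, and the P7 means at -8.48 and 1.36 and at -8.49 and 1.00. These components held 52.4% and 30.2% of the variance over the 8 group means. Each group is 1 point, so the plane has no error and no test.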

Coupling the GEDI clustering with the second-level analyses described revealed the disparity between wild type and α9^−/−^ cochleae at P13. At P3 and P7, genome-wide expression patterns of wild type and α9^−/−^ samples clustered together. 

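The correlation distance between wild type and α9−/− means over the map tiles was 1.67 at P3 and 0.348 at P7, in units of 0.001. It was 46.6 at P13 and 15.6 at P60 in the same units. Between ages, the wild type means of P3 and P7 were 16.1 apart, so the genotypes lay closer to each other than these ages did. Genes that rise to the onset of hearing had no member called at P3 or P7, and their list was not shifted (mean log2 difference 0.01 at P3, median -0.01, test direction down, adjusted p = 0.751, and mean -0.04 at P7, adjusted p = 0.73, from camera).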

By P13, the wild type transcriptome was distinctly separated from the earlier postnatal ages, whereas the α9^−/−^ data were more similar to, and clustered with, data from earlier postnatal ages. 

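On a line from P3 wild type at 0 to P60 wild type at 1, drawn without any P13 array over 1415 probe sets, the P13 wild type arrays scored 0.747 ± 0.029 (SD, n = 3) and the P13 α9−/− arrays 0.622 ± 0.068 (SD, n = 3). The difference was -0.126 (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Markers did not all follow this order, since the list of cochlear genes that rise to the onset of hearing was shifted up in α9−/− by a mean log2 difference of 0.20 (14 genes, camera adjusted p = 0.00346, and adjusted p = 0.446 with an estimated correlation, 0 members passing over all genes or when adjusted over the list alone). Among them Otos, the otospiralin gene of the lateral wall, had a difference of 0.49 (standard error 0.18) and Kcnma1, the BK potassium channel of hair cells, 0.78 (standard error 0.28). Supporting cell genes were shifted up by 0.19 (adjusted p = 0.00346, and adjusted p = 0.393 with an estimated correlation), with the otoancorin gene Otoa (1.04) and the collagen gene Col9a2 (0.85) rising. Against P13 wild type replicate 3 alone, which is without low Gapdh 5′ signal, the means were 0.12 for the genes that rise and 0.18 for supporting cell genes. Between arrays of full and low 5′ signal of the same genotype they were -0.19 and -0.05 at P60 and -0.55 and -0.16 at P3. Without P60 wild type replicate 1, which has low Gapdh 5′ signal and helps to set the line, the difference in score was -0.0118 (exact permutation test, two-sided p = 0.8), while without all arrays of low Gapdh 5′ signal, chosen after seeing the data, it was -0.111 with 1 wild type array at P13. From the clustering the paper concludes that the α9−/− transcriptome at P13 was closer to the earlier postnatal ages.

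**Figure D5:**
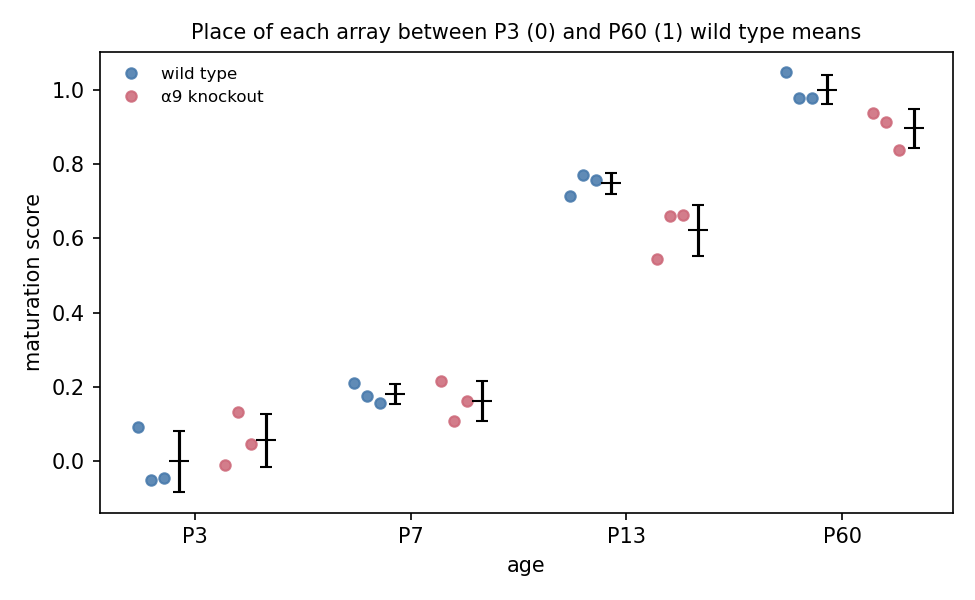
Maturation score by age, with 0 at the mean of P3 wild type and 1 at the mean of P60 wild type. Each point is 1 array, and the black marks give the mean and SD of the 3 arrays of a genotype. At P13 the 3 α9−/− arrays lie below the 3 wild type arrays.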

At P60, the wild type and α9^−/−^ cochleae clustered together, albeit not as tightly as at P3 and P7.

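At P60 the wild type arrays scored 0.977 to 1.05 on the maturation line, which they define, and the α9−/− arrays 0.838 to 0.938. Both means joined each other before any other group, as did the P3 pair and the P7 pair. Stria vascularis genes were shifted down in α9−/− at P60 by a mean log2 difference of -0.38 (18 genes, camera adjusted p = 0.0148, and adjusted p = 0.614 with an estimated correlation), with the potassium channel gene Kcne1 at -1.05 (standard error 0.37) and 0 members passing over all genes or when adjusted over the list alone. At P13 the same list was shifted up, by 0.25 (adjusted p = 0.00346, and adjusted p = 0.638 with an estimated correlation), with 0 members passing either way.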

## Discussion

We have analyzed nicotinic cholinergic synapse stabilization and maintenance in the mouse cochlea using an approach based on comparative gene expression profiling of α9^−/−^ animals and age-matched wild type controls. The α9^−/−^ mice possess dramatically altered synaptic bouton structure and hair cell efferent innervation. Our goal was to define genes and pathways that were altered in α9^−/−^ mice exhibiting abnormal innervation patterns during development as a consequence of gene ablation restricted in space (in the cochlea) to the postsynaptic hair cells, which represent the target of the descending nicotinic efferent innervation. Cochleae were sampled at various postnatal ages spanning the critical period of structural and functional synaptic maturation (prior to efferent synapse formation- P3; during the height of efferent synaptic formation- P7), the onset of hearing in mouse (first stages of stabilization of efferent innervation and afferent function - P13), and finally the adult-like maintenance of these synapses (P60). Using microarray analyses, we have defined global gene expression alterations with respect to the wild type condition brought about as a consequence of ablation of the key nicotinic subunit responsible for nAChR activity in the inner ear. We have confirmed gene expression level changes using qPCR analyses, and also observed concordant changes for a number of the differentially expressed genes at the protein expression level for select molecules of particular interest for cochlear processing.

### Changes Induced by Loss of the α9 Subunit Are Most Pronounced after Onset of Hearing

Our analyses of individual transcripts revealed that consequences following ablation of α9 subunit expression are greatest at post-hearing ages (P13 and P60). This was an unexpected finding, given that structural alterations to the efferent synapse as a consequence of α9 gene ablation have been described as early as P3 [13]. Quantitatively, the number of differentially expressed molecules was the highest at the onset of hearing compared to all other ages, suggesting that changes in the transcriptome parallel the onset of the more coordinated, sensitive auditory function characteristic of adult-like hearing. Additionally, SOM analyses coupled with hierarchical clustering and PCA revealed a striking difference in the transcriptomes of wild type and α9^−/−^ samples at the onset of hearing (P13), which was marked by sharp divergence of α9^−/−^ transcriptome from the wild type state, and its similarity to earlier, immature postnatal ages. Prior evidence points to a link between auditory maturation and intact efferent innervation. Efferent feedback can alter cochlear thresholds and is required for development of normal cochlear function and morphology as suggested in studies of de-efferented neonatal cats [43]. In general, spontaneous waves of endogenous nicotinic activity are common in the developing nervous system and participate in development of synaptic circuitry [44]. Efferents likely play a role in regulating immature IHC spiking activity, which in turn could be important in establishing the mature pattern of innervation and function in the developing auditory pathway [45]–[47]. Therefore, loss of efferent, nicotinic receptor-based cholinergic activity may alter the critical period of functional maturation of the cochlea, as has been suggested upon examination of the spatiotemporal innervation characteristics of the α9 null mice [13]. As has been shown for the visual system [48], [49], peripheral activity can play a large role in establishing correct CNS innervation patterns, and thus a misregulated efferent system could potentially result in abnormal central nervous system representations of the auditory periphery. However, it should be noted that no description of cellular loss or deficiency in cell number or type has ever been described for the α9^−/−^ mice. Given the lack of ABR threshold changes in these mice, it is apparent that the adult afferent system is functionally intact, further suggesting that within the cochlea, changes induced by loss of α9 gene expression as described here are most likely limited to the efferent cholinergic system. How this may have altered early developmental programs in the cochlea that are important to CNS auditory pathway development is currently unknown.

### Loss of α9 Receptor Subunit Activates a Variety of Pathways and Gene Sets

Several pathways known to be involved in synapse formation in the central nervous system also show differential enrichment upon loss of α9 subunits (Fig. 8). As suggested by ontology classifications of individual genes and enrichment of specific gene sets, ephrin receptor signaling and various signaling pathways such as PI3K/AKT and Wnt/β-catenin are perturbed at P13. Additionally we have used qPCR techniques to confirm the up-regulation of *Epha3 (Eph receptor A3*) the putative receptor for ephrin-A5, at P60. Ephrins are involved in axonal guidance during the formation of the connections of the CNS. Recent evidence indicates that Ephrin/Eph signaling may participate in the formation of synapses and dendritic spines, and the ephrin family has been implicated in cochlear development [50]–[52]. Genes involved in the PI3K signaling pathway were also found to be differentially expressed, and have been shown to be involved in nerve growth cone dynamics [53], neurite growth [54] and synapse function [55].

**Figure 8:**
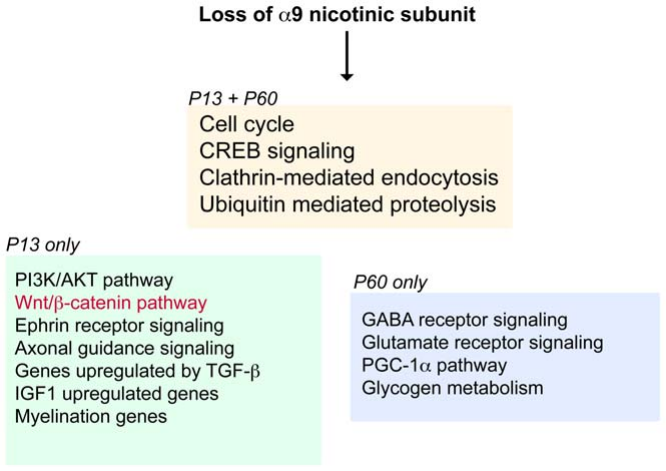
Summary of over-represented gene categories. Several functional categories, based on PANTHER annotations and GSEA results, are significantly perturbed upon loss of α9 nicotinic subunit at postnatal time periods P13 and P60. While several processes are common to both ages (orange box), others are preferentially expressed at P13 (green box) or P60 (blue box). Only Wnt/β-catenin pathway (highlighted in red) is identified as over-represented in α9^−/−^ by both PANTHER and GSEA analyses.

Together with GO classifications, statistical analyses of gene sets indicate involvement of several pathways and molecules that may mediate the effects of cholinergic activity. A curated public gene set that involves molecules selectively up-regulated by IGF-1 shows a switch in the sign of the enrichment score over postnatal development, indicating up-regulation in the α9^−/−^ animals at P3 and down-regulation at P13. Particularly, IGF-1 is a polypeptide hormone with pleiotropic systemic effects that has also been implicated in neuro-protection, synaptic plasticity and synapse formation [56]–[58]. In the cochlea, lack of IGF-1 results in abnormal synaptogenesis, decreased myelination and deficient innervation of the sensory cells in mice [59], [60]. While IGF itself was not differentially regulated following loss of α9 expression, the genes associated with its signaling pathways were changing coherently in our analysis, indicating that activity profiles similar to those induced by IGF activation could be perturbed in the α9^−/−^ mice. 

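Igf1, the insulin-like growth factor gene, had a log2 signal at P13 of 11.83 ± 0.14 (SD, n = 3) in wild type and 11.86 ± 0.11 (SD, n = 3) in α9−/−. The log2 difference was 0.03 (standard error 0.17, adjusted p = 0.915 from limma without the variance filter). It was 0.38 at P3 (standard error 0.31), 0.05 at P7 (standard error 0.16) and -0.40 at P60 (standard error 0.39). Igf1r, its receptor gene, had a difference of 0.54 at P13 (standard error 0.39, adjusted p = 0.392). A p that misses the threshold does not show that these levels were equal.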

Equally important, the TGF-β and Wnt signaling pathways also show significant differential expression at P13. Both TGF-β and Wnt signaling have been characterized at the NMJ where they play key roles in synaptic assembly and growth [61], [62]. An over-representation of genes associated with the PGC-1α pathway is also complementary to findings involving the NMJ, where PGC-1α is a key regulator of NMJ structure and activity [63]. Additionally, enrichment of the CREB pathway at both P13 and P60 is important since nicotinic signaling has been shown to lead to activation of CREB [23], [64], [65]. Further, the ubiquitin-proteasome system exhibits functional enrichment at both P13 and P60. Protein degradation is known to have important roles in neuronal development and long-term synaptic plasticity [66], and proteasome inhibition can alter plasticity at the synapse by leading to both presynaptic and postsynaptic changes controlling synaptic strength and growth [67]. Taken together, abnormal synaptic and innervation phenotypes seen in the cochleae of α9 null animals are likely due to misregulation of several, not single, pathways that converge to alter transcriptional mechanisms (such as CREB, Wnt and TGF-β signaling).

### Loss of α9 Subunit Expression Disturbs Ionic Homeostasis at P60, and Results in Abnormal GABA Receptor Subunit Expression

Ontological classifications of differentially expressed genes at P60 show up-regulation of several ion channel families and related molecules, suggesting that lack of cholinergic activity perturbs expression levels of various ion channels. Mature hair cells express a rich variety and abundance of ion channels that serve to modulate the receptor potential, and altered expression of any may have functional consequences. Several molecules involved in voltage-gated K^+^ channels, voltage-gated Na^+^ channels, glutamatergic and GABAergic receptors, along with genes encoding a number of downstream signaling and auxiliary molecules such as *CamkIV* and *Kcnip4*, are up-regulated in the α9^−/−^ mouse. One of the voltage-gated Na^+^ channels, *Nav1.2*, is detected in the unmyelinated portions of efferent axons and their endings beneath inner and outer hair cells, and is presumably responsible for refining axonal firing rates [68]. The altered transcriptional expression of voltage-gated Na^+^ channels observed in the α9^−/−^ mice suggests that lack of a functional postsynaptic nAChR may lead to changes along the efferent axons that innervate both inner and outer hair cells. Because these synaptic terminals have been shown to be neurochemically complex, and may express more than one neurotransmitter [69], altered postsynaptic nAChR activity may play a significant role in regulating pre-synaptic release of other neuroactive molecules from the olivocochlear terminal via regulation of efferent axonal activity.

Equally important, lack of cholinergic activity alters transcriptional levels of major components of A-type K^+^ currents. These types of currents regulate the frequency and amplitude of action potentials. In the CNS, immunohistochemical analysis shows that *Kcnd2* (Kv4.2) is expressed in rat striatal cholinergic interneurons [70] and is clustered on the postsynaptic membrane [71]. In chick cochleae, Kv4.2 is expressed post-synaptically by ganglion cells and at the basolateral aspects of the intermediate and short hair cells (analogs of mammalian outer hair cells), but is absent in tall hair cells (analogs of mammalian inner hair cells) [72], [73]. Thus, spatial expression patterns of Kv4.2 expression suggest that it modulates the electrical signals originating from efferent synaptic activity. The second identified component of A-type potassium currents from our microarray screens is *Kcnip4*, a member of the calcium-binding protein family of KChIPs (Kv channel interacting proteins), all of which bind to cytoplasmic Kv4 channel N*-*termini. Thus, KChIPs are likely to play a major role in coupling A-current density to activity-dependent fluctuations in intracellular calcium levels [74], [75]. Taken together, these data suggest that loss of nicotinic cholinergic activity, and by extension, the associated calcium influx, may alter the expression of various ion channels, and potentially alter basic hair cell physiological profiles. Given the array data indicating a delayed maturation profile following loss of α9 gene expression, one may postulate a delayed maturation of such profiles.

GABA_A_ receptors are ligand-gated Cl^−^ ion channels that mediate fast synaptic transmission at the vast majority of inhibitory synapses in the mammalian brain. In addition to cholinergic markers, the olivocochlear terminals also have a significant representation of GABAergic elements [69]. It has been suggested that the GABA system plays a trophic role in the mammalian cochlea by maintaining the stability of innervation such that loss of several GABA_A_ receptor subunits results in auditory dysfunction and loss of innervation [26]. Of particular interest is the current finding that α9 subunit expression/nAChR activity modulates expression of a wide range of GABA receptor subunits. In the present microarray screens, an increased expression of various GABA receptor subunits was observed, and qPCR analyses have confirmed the changes at the transcript level. We have further validated the changes at the protein expression level for GABA_A_α1 and GABA_A_β2. These subunits were chosen based on the magnitude of their differential expression, and their abundance in the CNS. Although loss of the α1 subunit has thus far not been shown to lead to an auditory phenotype, loss of β2 subunit results in neural dysfunction in the cochlea, decreased density of efferent terminals on OHCs, as well as degeneration of efferent innervation after 6 weeks [26]. We have attempted to further define the identity of the cells giving rise to the increased GABA_A_β2 expression by performing immunohistochemical labeling. While OHCs were most prominently labeled in the α9^−/−^ cochlea, Deiters' cells were also more intensely immunoreactive than wild type, although not as intense as the OHCs. Interestingly, Deiters' cells have been shown to receive some neural input [76], [77] and have been suggested to express functional α9-like ACh receptors [78]. Final determination of whether the increased imunolabeling corresponds to an increase in expression awaits single cell qPCR analysis in the future. In addition to changes in the ionotropic GABA_A_ subunits, we have also observed a change in the G protein-coupled receptor GABA_B_β1 subunit at the transcript level. Loss of GABA_B_β1 has been shown to lead to outer hair cell dysfunction [79]. The increased gene expression of GABA receptor subunits following loss of the α9 subunit (and therefore silencing of the nAChR) suggests a relationship between the nicotinic and GABAergic systems at the level of gene expression, but a causal link has yet to be demonstrated. However, interactions between the cholinergic and GABAergic systems have been previously described. In rodent hippocampal interneurons and chick ciliary ganglion neurons, α7 nicotinic receptors (a member of the α-bungarotoxin sensitive family of nAChR subunits to which α9 also belongs) are juxtaposed to GABA_A_ receptors. Activation of nAChRs composed at least in part by α7 subunits down-regulates GABA-induced currents, suggesting modulatory interactions between cholinergic signaling and consequences of inhibitory neurotransmission [80], [81]. Furthermore, nicotinic activity determines the time during development when GABAergic signaling converts from excitation to inhibition by modulating the expression of chloride transporters in chick ciliary ganglion and rodent hippocampal neurons [82]. Similarly, in the mammalian cochlea, GABAergic signaling may act synergistically with nicotinic cholinergic signaling in shaping peripheral output and multi-tiered stages of postnatal development dependent on precise aspects of neural activity. However, future work is needed to evaluate whether such changes in the GABA system can also be attributed to structural interactions that might be lost when the α9 gene is ablated.

### Biclustering Identifies a Neuronal Module Altered at All Developmental Ages Following Loss of α9 Gene Expression

The use of gene-set analytic methods for detecting differential expression is limited by the availability of relevant, pre-defined gene sets appropriate for particular studies. Many novel areas of research may involve physiologically important molecular interactions or functions that are still not well known or characterized, meaning that the available gene set collections may not be optimal for the interpretation of data from such studies. To address this problem, we identified a context-dependent gene cluster representing groups of molecules with specific functions in the nervous system. We utilized a biclustering technique (ISA) to find genes with coherent expression patterns in the hippocampus, striatum and amygdala of adult wild type mice. Of the 33 biclusters thus identified, bicluster9 was chosen for further analysis based on its significant enrichment at all the developmental ages.

Functional annotation of this bicluster suggested its role in several pathways studied in neuronal systems. Additionally, several molecules that contribute highly to the enrichment score are known to be involved in either synapse formation, or are linked to cholinergic synapses, and may serve as candidates for further studies. Specifically, *PSD93* is known to play a role in stabilization of receptor clusters at neuronal cholinergic synapses, and PSD scaffolding molecules are linked to cytoskeletal processes, transcriptional regulation and protein phosphorylation, and can relay the intracellular effects of synaptic activation [83]. Another gene, *Mef2a*, also contributes to the leading edge set at all ages. The MEF2 family of transcription factors is highly expressed in the brain and play specific roles in dendritic maturation and synapse formation [84]. Furthermore, activity-dependent calcium signaling induces dephosphorylation of *Mef2a*, which leads to postsynaptic differentiation in the cerebellar cortex [85]. Overall, it is of interest that a bicluster derived from CNS structures has also generalized well in peripheral tissues such as the cochlea, further emphasizing that cholinergic synapses in the cochlea containing α9α10 nicotinic cholinergic receptors may be used as a model system to study general nicotinic cholinergic synaptic development, stabilization, and neurotransmission. Our validation attempt on two genes that were elements of bicluster9 revealed that one was validated by qPCR, while a second, stomatin, could not be validated. However, gene set enrichment algorithms are designed to pull out lower level expression level changes coordinated across genes that may share common functions. Thus, while stomatin expression change was low and not statistically different from wild type levels, further analysis of this and other members of the gene sets may still be warranted based on unknown biological significance of these small changes to expression. This highlights issues concerning overlap (or lack thereof) between statistical and biological significance.

### Conclusions

Our findings suggest coordinated or sequential involvement of molecules and pathways during nicotinic cholinergic synapse development in the cochlea. The results have defined a number of genes that undergo changes in expression following loss of the α9 nicotinic subunit. The pattern of altered gene expression also suggests a depressed maturation of gene expression during onset of auditory function. This is indicated by differential expression of functional gene sets normally active during early stages of synapse formation, including Wnt/β-catenin signaling and axonal guidance signaling, that remain up-regulated during a time that in the wild type, expression levels normally fall to stable adult levels. Furthermore, lack of α9 receptor subunit expression may result in perturbed ionic homeostasis in adult cochlear hair cells, as indicated by altered expression of numerous voltage-gated ion channels. However, given the large number of channels serving similar roles in hair cell physiology, it is also possible that compensation could occur, thus minimizing basic homeostatic dysfunction occurring as a consequence of abnormal nAChR function. Finally, there is a significant increase in several GABA receptor subunits, suggesting co-varying expression between the nicotinic cholinergic system and the GABAergic system in the cochlea. GABAergic activity is known to play a role in normal CNS development [86], and loss of GABAergic receptor subunits have functional consequences for cochlear processing [26]. Currently, our understanding of the significance of the GABAergic system in cochlear development and function is rudimentary, and thus the finding that the α9^−/−^ mice exhibit altered GABAergic system expression may indicate that this mouse line could be useful in the future to further explore the role(s) of the GABA system in auditory periphery. In summary, our data highlight a number of novel avenues to begin exploring to determine the full set of functional consequences that ensue with the loss of the α9 gene.

## Methods

### Vertebrate Animal Use

This study uses genetically manipulated and wild type mice. All procedures presented herein involving these animals have been conducted in accord with NIH established guidelines published by the Office of Laboratory Animal Welfare (http://grants.nih.gov/grants/olaw/references/phspol.htm) of the NIH Office of Extramural Research.

All animal work was performed at Tufts Univ. School of Medicine. Procedures and facilities in place to ensure humane and proper use and welfare of the mice include Tufts University IACUC approval of all procedures used during the investigation, and proper husbandry of the mice through Tufts University's Division of Lab Animal Management. Mice were maintained in the Tufts vivarium, an AAALAC approved facility, with ad lib access to food and water.

### RNA Isolation and Microarray Hybridization

All animals at each age were sacrificed by cervical dislocation. Cochleae from α9^−/−^ and age-matched wild type mice were harvested at several developmental time periods (P3, P7, P13 and P60), cerebellar fragments, semi-circular canals, and auditory nerve were removed, and the remaining cochlear tissue immediately frozen and stored in liquid nitrogen. All dissections, no matter the age, were identical. Only successfully isolated whole cochleae were retained for analysis (any cochleae fractured during dissection were discarded). Triplicates of pools of 8–10 cochleae or 4–6 cochleae were used for P3/P7 and P13/P60 respectively. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer's protocol. Total RNA concentration was quantified using NanoDrop spectrophotometer (Thermo Scientific, Wilmington, DE), and integrity was checked with the Bioanalyzer 2100 (Agilent, Palo Alto, CA). For the whole-transcriptome profiling, RNA were reverse transcribed, labeled and hybridized to Affymetrix Mouse Genome 430.2 GeneChips by using One-Cycle Labeling Kit (Affymetrix, Santa Clara, CA). Fluidics Station 450 and GCS3000 were used for subsequent washing and scanning steps.

All microarray data are MIAME compliant, and along with design parameters have been deposited in NCBI Gene Expression Omnibus Database (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE18567.

### Statistical Analysis

Affymetrix CEL files were imported into the R statistical software (v2.8.1; http://www.R-project.org). Normalization was performed with the AffyPLM package in BioConductor (v2.4), using RMA background correction, quantile normalization, and the Tukey biweight summary method. Data were filtered by variance (variance quantile <0.60) to remove noise and to increase detection power [87]. Differential expression was detected using the limma package [19], which essentially computes a modified *t* test evaluating the significance of the difference between a gene's mean expression levels for the two genotypes. The *p*-values were adjusted for multiple testing using the false discovery rate (FDR) approach [20]. A probe set is considered differentially expressed if the FDR adjusted *p*-value is <0.05 and the absolute log fold change ≥1.5.

Functional analysis of gene lists was performed in DAVID [21], [88], using the PANTHER functional annotation classes. PANTHER categories with adjusted *p*-values (Benjamini-Hochberg) <0.05 were considered as significantly over-represented in our gene lists. Additionally, the Ingenuity database (http://www.ingenuity.com) was used to assess over-representation of functional categories; categories with Bonferroni adjusted *p*-value <0.05 were considered as significant. Cluster analysis was based on self-organizing maps and visualized using the Gene Expression Dynamics Inspector (GEDI; v2.1) [41]. For GEDI analysis, raw expression data were quantile-normalized as a group across all ages and genotypes. Further hierarchical clustering (average-linkage) of GEDI map centroids was performed in R using the *hclust* library in the stats package. GEDI map centroids were also subjected to principal component analysis (PCA) using MATLAB (MathWorks Inc., Natick, MA). Gene Set Enrichment Analysis was performed using GSEA software v2.0 and MSigDB database v2.5. We assessed the significance of the curated gene sets (MSigDB collection c2) with the following parameters; number of permutations = 1000 and permutation_type  =  gene_set (as suggested for sample sizes with n<7 by GSEA authors), with an FDR q-value cut-off of 5%.

### Biclustering of Microarray Data

Data for biclustering analysis were downloaded from Gene Expression Omnibus (GEO) with the series accession numbers GSE9803, GSE4040 and GSE4034. Raw data were quantile-normalized and filtered to remove probes with low variance (variance quantile <0.50) across all samples. Biclustering was performed using the ISA algorithm as described and as implemented in the BiCAT toolbox. Biclustering was performed using the following parameters: *t_g* (gene threshold) = 2, *t_c* (condition threshold) = 1. Biclusters were selected based on the statistical significance of their enrichment score as calculated by the JAVA implementation of the GSEA program.

### Quantitative PCR

Primers for genes of interest were purchased from Qiagen (QuantiTect PCR primer sets, Qiagen, Inc., Valencia, CA). Quantitative reverse transcription-PCR (qRT-PCR) analysis was performed using a one step fast RT-PCR procedure using the QuantiFast SYBR Green RT-PCR kit (Qiagen, Inc.), HotStarTaq DNA polymerase (Qiagen, Inc.), and the QuantiTect primers of choice following manufacturer's recommendations. Triplicate reactions (technical replicates) using the same cochlear RNA used for microarray experiments were performed over biological triplicates for each primer set as separate reactions. Cycle-by-cycle and dissociation curve fluorescence data were collected as a SYBR Green fluorescence assay. PCR reactions were performed on a Stratagene MX3000 instrument (Stratagene, Inc., La Jolla, California). Analysis of relative fold change in gene expression was calculated via the ΔΔCT method [89] using myosin VIIa as a normalizing standard.

### Immunoprecipitation and Western Blotting

Cochleae were isolated from 8-week-old α9^−/−^ and wild type mice. Cerebellum fragments, semi-circular canals, and auditory nerve were removed and whole cochlear lysates were prepared by manual homogenization in lysis buffer containing T-PER Reagent (Pierce), and Protease inhibitor cocktail (Thermo Scientific, Rockford, IL). Samples were centrifuged at 13,000 *g* for 20 min at 4°C to pellet cellular debris. Protein concentration was estimated using a micro-BCA kit (Thermo Scientific, Rockford, IL) with a BSA standard. Immunoprecipitation reactions used either polyclonal anti-GABA_A_ receptor α1 subunit (Chemicon) or anti-GABA_A_ receptor β2 subunit (Millipore) antibodies. Equal amounts of protein extracts (200 µg) from wild type and α9^−/−^ animals were incubated with antibodies against either GABA_A_ receptor β2 (1∶100) or GABA_A_ receptor α1 subunit (1∶100) overnight at 4°C on a rotating shaker. The samples were then mixed with 100 µl of protein A/G agarose beads (Thermo Scientific, Rockford, IL) and incubated with rotation overnight at 4°C on a shaker. The samples were centrifuged to precipitate the agarose bead immune complexes and washed five times with 500 µl of immunoprecipitation buffer (25 mM Tris, 150 mM NaCl; pH 7.2). The pellets were eluted in protein loading buffer, and samples were vortexed and boiled for 5 mins at 95°C. All proteins were resolved in 8% SDS-polyacrylamide gel at 90 V. Proteins were transferred to PVDF membrane (Bio-Rad, Hercules, CA) and membranes were blocked with 5% nonfat dry milk in Tris-buffered saline-Tween-20 for 1 h. Membranes were incubated overnight in primary antibody (1∶500). The primary antibodies were visualized using horseradish peroxidase conjugated anti-rabbit secondary antibodies (1∶2000, Jackson Immunoresearch) and detected using enhanced chemiluminescence system (SuperSignal West Dura, Pierce) and a Kodak Image Station 440cf. Protein expression levels were quantified using densitometric software (UN-SCAN-IT gel; Silk Scientific, Orem, UT).

### Immunostaining

Cochleae from 2 month old wild type and α9^−/−^ mice were perfused through the round and oval windows with 4% paraformaldehyde in 0.1 M sodium phosphate buffer, isolated, post-fixed in the same fixative for 1 h at room temperature and decalcified overnight in 8% EDTA in PBS at room temperature on a rotator. After decalcification, the cochleae were cryoprotected in 30% sucrose/0.9% NaCl overnight at 4°C, and subsequently embedded in a peel away mold in OCT. Frozen sections were cut at 10 µm on a Leica cryostat, mounted on SuperFrost Plus glass microscope slides, and dried on a slide warmer at 37°C for 1–3 hours. Before immunostaining, cochlear sections were blocked with 5% normal donkey serum, 0.5% Triton X-100 for 1 h at room temperature. This was followed by incubation in primary antibody overnight at room temperature, followed by secondary antibody (Alexa Fluor-594 anti-rabbit, Invitrogen, Carlsbad, CA) for 1 h. Anti-GABA_A_β2 antibody (a gift from Dr. Stephen Moss, Tufts Univ. Sch. Med.) was used at a final concentration of 1∶500. Slides were cover slipped with ProLong Gold (Invitrogen, Carlsbad, CA). Samples were examined by using a Leica TCS SP2 AOBS confocal microscope.

## Supporting Information

Figure S1 Flowchart for microarray analysis methods. Following the pre-processing step, three main methods of analyses were carried out in parallel. For each step, the rationale behind the method is described and the algorithm/software used is given in bold. Step 1 details individual gene level analysis that also includes functional annotation of differentially expressed genes using DAVID and Ingenuity Pathway Analysis tools. DAVID is a web-based tool that was used to query for enriched PANTHER terms in our differentially expressed gene lists. PANTHER and Ingenuity Knowledge Base generally assigned differentially expressed genes with distinct molecular functions. Step 2 of the flowchart outlines analysis that was done at the gene set level to identify novel interactions between genes. Finally, in step 3, whole-transcriptome patterns between ages and genotypes are compared using SOMs.
(0.20 MB TIF) Click here for additional data file.

Table S1 Complete list of genes up- and down-regulated at P3, P7, P13 and P60 in cochleae of wild type and α9−/− mice. Differential expression was obtained using linear models (see text) by analyses of gene expression from α9^−/−^ and age-matched wild type controls for each developmental age over biological triplicates. Up- and down-regulated genes with adjusted p-values<0.05 and absolute log fold changes >1.5 are reported at P3 (Table S1A), P7 (Table S1B), P13 (Table S1C), P60(Table S1D).
(0.16 MB PDF) Click here for additional data file.

Table S2 Intersection of differentially expressed genes at P13 and P60. Intersection of differentially expressed genes at P13 and P60 along with their fold changes. Adjusted p-values<0.05, absolute fold changes >1.5.
(0.06 MB PDF) Click here for additional data file.

Table S3 Functional annotations for biclusters obtained with ISA and details for bicluster9. Table S3A contains statistically over-represented Panther categories as identified by DAVID for all 33 biclusters. Table S3B includes the gene content of bicluster9, along with Affymetrix probe identifiers.
(0.40 MB DOC) Click here for additional data file.

Table S4 Leading edge subsets for Bicluster9 for all ages. Leading edge subset of GSEA results for Bicluster9 for P3, P7, P13 and P60. Both Affymetrix Probe IDs and their corresponding gene symbols are given. The rank order of genes in each age indicates their contribution to the running sum score (with genes listed at the top contributing highly).
(0.05 MB PDF) Click here for additional data file.

Video S1 GEDI Self Organizing Maps- WT. GEDI SOMs for wild type cochlear samples at P3, P7, P13 and P60 are represented as a movie to visualize the dynamic pattern of gene expression.
(0.99 MB MOV) Click here for additional data file.

Video S2 GEDI Self Organizing Maps- α9 KO. GEDI SOMs for knockout cochlear samples at P3, P7, P13 and P60 are represented as a movie to visualize the dynamic pattern of gene expression.
(0.97 MB MOV) Click here for additional data file.

# Supplementary material for: Lack of nAChR Activity Depresses Cochlear Maturation and Up-Regulates GABA System Components: Temporal Profiling of Gene Expression in α9 Null Mice
**Source:** PLoS One. 2010 Feb 4;5(2):e9058. doi: 10.1371/journal.pone.0009058
**Supplement:** Table S1 — Complete list of genes up- and down-regulated at P3, P7, P13 and P60 in cochleae of wild type and α9−/− mice. Differential expression was obtained using linear models (see text) by analyses of gene expression from α9−/− and age-matched wild type controls for each developmental age over biological triplicates. Up- and down-regulated genes with adjusted p-values<0.05 and absolute log fold changes >1.5 are reported at P3 (Table S1A), P7 (Table S1B), P13 (Table S1C), P60(Table S1D). (0.16 MB PDF)

**Table S1A - Genes that are differentially regulated in a9<sup>-/-</sup> cochleas compared to wild-type controls at P3**

| Probe ID     | Fold Change (log2) | Gene Symbol   | Gene Description                                                          |
|--------------|--------------------|---------------|---------------------------------------------------------------------------|
| 1441373_at   | -3.94              | Msi2          | Musashi homolog 2 (Drosophila)                                            |
| 1435521_at   | -3.52              | Msi2          | Musashi homolog 2 (Drosophila)                                            |
| 1448793_a_at | -3.33              | Sdc4          | syndecan 4                                                                |
| 1453540_at   | 3.61               | 5430404G13Rik | RIKEN cDNA 5430404G13 gene                                                |
| 1438130_at   | -3.17              | Taf15         | TAF15 RNA polymerase II, TATA box binding protein (TBP)-associated factor |
| 1452907_at   | -3.10              | Galc          | galactosylceramidase                                                      |
| 1424893_at   | -2.77              | Ndel1         | nuclear distribution gene E-like homolog 1 (A. nidulans)                  |
| 1458524_at   | -2.69              | Fndc3a        | fibronectin type III domain containing 3a                                 |
| 1443273_at   | 2.40               | Epha3         | Eph receptor A3                                                           |

**Table S1B - Genes that are differentially regulated in a9<sup>-/-</sup> cochleas compared to wild-type controls at P7**

| Probe ID     | Fold Change (log2) | Gene Symbol   | Gene Description                                                     |
|--------------|--------------------|---------------|----------------------------------------------------------------------|
| 1431708_a_at | 3.73               | Tia1          | cytotoxic granule-associated RNA binding protein 1                   |
| 1458934_at   | -3.62              | D5Ert505e     | DNA segment, Chr 5, ERATO Doi 505 , expressed                        |
| 1441172_at   | 3.59               | Aff3          |                                                                      |
| 1435514_at   | 2.74               | Lztfl1        | leucine zipper transcription factor-like 1                           |
| 1447096_at   | 2.51               |               |                                                                      |
| 1452426_x_at | 2.47               | Zfp236        |                                                                      |
| 1443100_at   | -2.23              | Thrb          |                                                                      |
| 1443115_at   | 2.18               | Tgfb2         |                                                                      |
| 1443772_at   | -2.16              | Dzip1         | DAZ interacting protein 1                                            |
| 1435046_at   | 2.14               |               |                                                                      |
| 1436533_at   | -2.02              | Trove2        | TROVE domain family, member 2                                        |
| 1426438_at   | -2.01              | Ddx3y         | DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked                   |
| 1436936_s_at | 1.97               | Tsix          | X (inactive)-specific transcript, antisense                          |
| 1453540_at   | 1.93               | 5430404G13Rik | RIKEN cDNA 5430404G13 gene                                           |
| 1427262_at   | 1.86               | Xist          | inactive X specific transcripts                                      |
| 1416123_at   | -1.85              | Ccnd2         | cyclin D2                                                            |
| 1459725_s_at | 1.83               | Dcpp3         | demilune cell and parotid protein 3                                  |
| 1448229_s_at | -1.77              | Ccnd2         | cyclin D2                                                            |
| 1455215_at   | 1.76               | C530028O21Rik | RIKEN cDNA C530028O21 gene                                           |
| 1420347_at   | 1.76               | Plunc         | palate, lung, and nasal epithelium associated                        |
| 1445014_at   | 1.73               | AU019157      | expressed sequence AU019157                                          |
| 1457936_at   | 1.72               | Mapk8         | mitogen-activated protein kinase 8                                   |
| 1420491_at   | 1.70               | Eif2s1        | eukaryotic translation initiation factor 2, subunit 1 alpha          |
| 1446700_at   | 1.68               |               |                                                                      |
| 1423935_x_at | 1.63               | Krt14         | keratin 14                                                           |
| 1422253_at   | -1.61              | Col10a1       | collagen, type X, alpha 1                                            |
| 1430030_at   | 1.61               | 5330426P16Rik | RIKEN cDNA 5330426P16 gene                                           |
| 1439300_at   | 1.59               | Chic1         | cysteine-rich hydrophobic domain 1                                   |
| 1455966_s_at | 1.53               | Nudt21        | nudix (nucleoside diphosphate linked moiety X)-type motif 21         |
| 1435462_at   | 1.52               | Plcxd2        | phosphatidylinositol-specific phospholipase C, X domain containing 2 |
| 1440278_at   | 1.51               | Dynll1        | dynein light chain LC8-type 1                                        |
| 1458235_at   | -1.51              | Itk           |                                                                      |

**Table S1C - Genes that are differentially regulated in a9<sup>-/-</sup> cochleas compared to wild-type controls at P13**

|              |       |           |                                                                                  |
|--------------|-------|-----------|----------------------------------------------------------------------------------|
| 1457666_s_at | -1.51 | Ifi202b   | interferon activated gene 202B                                                   |
| 1444693_at   | 1.62  | Cacnb2    |                                                                                  |
| 1459332_at   | 1.68  | Itch      | itchy, E3 ubiquitin protein ligase                                               |
| 1424570_at   | 2.62  | Ddx46     | DEAD (Asp-Glu-Ala-Asp) box polypeptide 46                                        |
| 1422769_at   | 2.55  | Syncrip   | synaptotagmin binding, cytoplasmic RNA interacting protein                       |
| 1426657_s_at | 2.29  | Phgdh     | 3-phosphoglycerate dehydrogenase                                                 |
| 1423117_at   | 2.36  | Pum1      | pumilio 1 (Drosophila)                                                           |
| 1453960_a_at | 2.99  | Capzb     | capping protein (actin filament) muscle Z-line, beta                             |
| 1453739_at   | 1.65  | Tmem126b  | transmembrane protein 126B                                                       |
| 1451056_at   | 2.59  | Psmc7     | proteasome (prosome, macropain) 26S subunit, non-ATPase, 7                       |
| 1417699_at   | 1.85  | Gtf2f1    | general transcription factor IIF, polypeptide 1                                  |
| 1438533_at   | 1.83  | Myo9b     | myosin IXb                                                                       |
| 1450080_at   | 1.56  | Cxx1c     | CAAX box 1 homolog C (human)                                                     |
| 1458941_at   | 1.56  | Zeb2      | zinc finger E-box binding homeobox 2                                             |
| 1426575_at   | 1.53  | Sgms1     | sphingomyelin synthase 1                                                         |
| 1415819_a_at | 2.03  | Ppp2r1a   | protein phosphatase 2 (formerly 2A), regulatory subunit A (PR 65), alpha isoform |
| 1440862_at   | 1.55  |           |                                                                                  |
| 1450377_at   | 3.94  | Thbs1     | thrombospondin 1                                                                 |
| 1456256_at   | 1.54  | Eif5      | eukaryotic translation initiation factor 5                                       |
| 1438244_at   | 1.82  | Nfib      | nuclear factor I/B                                                               |
| 1438556_a_at | 2.45  | Tmod3     | tropomodulin 3                                                                   |
| 1420951_a_at | 3.11  | Son       | Son DNA binding protein                                                          |
| 1419064_a_at | 2.45  | Ugt8a     | UDP galactosyltransferase 8A                                                     |
| 1424778_at   | 2.26  | Reep3     | receptor accessory protein 3                                                     |
| 1421832_at   | 2.87  | Twsg1     | twisted gastrulation homolog 1 (Drosophila)                                      |
| 1416348_at   | 1.79  | Men1      | multiple endocrine neoplasia 1                                                   |
| 1422910_s_at | 1.87  | Smc6      | structural maintenance of chromosomes 6                                          |
| 1425281_a_at | 1.69  | Tsc22d3   | TSC22 domain family, member 3                                                    |
| 1423746_at   | 2.08  | Txndc5    | thioredoxin domain containing 5                                                  |
| 1422556_at   | 2.24  | Gna13     | guanine nucleotide binding protein, alpha 13                                     |
| 1424768_at   | 3.50  | Cald1     | caldesmon 1                                                                      |
| 1452542_x_at | 1.54  | Tcf2a     | transcription factor E2a                                                         |
| 1445048_at   | 1.54  | Baz2b     | bromodomain adjacent to zinc finger domain, 2B                                   |
| 1427867_at   | -1.69 | Myh1      | myosin, heavy polypeptide 1, skeletal muscle, adult                              |
| 1425862_a_at | 2.20  | Pik3c2a   | phosphatidylinositol 3-kinase, C2 domain containing, alpha polypeptide           |
| 1451782_a_at | 2.45  | Slc29a1   | solute carrier family 29 (nucleoside transporters), member 1                     |
| 1453367_a_at | 2.39  | Abhd12    | abhydrolase domain containing 12                                                 |
| 1453263_at   | 2.33  | Mak10     | MAK10 homolog, amino-acid N-acetyltransferase subunit, (S. cerevisiae)           |
| 1421070_at   | 2.60  | D3Ert300e | DNA segment, Chr 3, ERATO Doi 300, expressed                                     |
| 1449660_s_at | 1.98  | Coro1c    | coronin, actin binding protein 1C                                                |

**Table S1D - Genes that are differentially regulated in a9-/- cochleas compared to wild-type controls at P60**

| Probe ID     | Fold Change (log2) | Gene Symbol | Gene Description                                           |
|--------------|--------------------|-------------|------------------------------------------------------------|
| 1447360_at   | 4.42               | Tsc22d1     | TSC22 domain family, member 1                              |
| 1417851_at   | -3.34              | Cxcl13      | chemokine (C-X-C motif) ligand 13                          |
| 1421280_at   | 3.12               | Gabra1      | gamma-aminobutyric acid (GABA-A) receptor, subunit alpha 1 |
| 1421990_at   | 3.09               | Syt1        | synaptotagmin I                                            |
| 1450826_a_at | -3.03              | Saa3        | serum amyloid A 3                                          |
| 1442019_at   | 3.01               | Rcvrn       |                                                            |
| 1415824_at   | 2.92               | Scd2        | stearoyl-Coenzyme A desaturase 2                           |
| 1430980_a_at | 2.95               | Eif4a1      | eukaryotic translation initiation factor 4A1               |
| 1452907_at   | -2.86              | Galc        | galactosylceramidase                                       |
| 1415823_at   | 2.91               | Scd2        | stearoyl-Coenzyme A desaturase 2                           |

|              |       |               |                                      |
|--------------|-------|---------------|--------------------------------------|
| 1418930_at   | -1.61 | Cxcl10        | chemokine (C-X-C motif) ligand 10    |
| 1433015_at   | 1.61  | 6330436F06Rik | RIKEN cDNA 6330436F06 gene           |
| 1421606_a_at | 1.61  | Sult4a1       | sulfotransferase family 4A, member 1 |

# Supplementary material for: Lack of nAChR Activity Depresses Cochlear Maturation and Up-Regulates GABA System Components: Temporal Profiling of Gene Expression in α9 Null Mice
**Source:** PLoS One. 2010 Feb 4;5(2):e9058. doi: 10.1371/journal.pone.0009058
**Supplement:** Table S2 — Intersection of differentially expressed genes at P13 and P60. Intersection of differentially expressed genes at P13 and P60 along with their fold changes. Adjusted p-values<0.05, absolute fold changes >1.5. (0.06 MB PDF)

Table S2 - Intersection of differentially expressed genes at P13 and P60

|                              |          |          |               |                                                                   |
|------------------------------|----------|----------|---------------|-------------------------------------------------------------------|
| 1451846_at                   | 3.178015 | 1.906572 | Nebi          | nebullette                                                        |
| 1451961_a_at                 | 5.844186 | 2.796962 | Mbp           | myelin basic protein                                              |
| 1452030_a_at                 | 2.984259 | 1.683975 | Hnmpr         | heterogeneous nuclear ribonucleoprotein R                         |
| 1452308_a_at                 | 3.267716 | 1.987681 | Atp1a2        | ATPase, Na+/K+ transporting, alpha 2 polypeptide                  |
| 1452427_s_at                 | 2.864206 | 1.636373 | Ptplad1       | protein tyrosine phosphatase-like A domain containing 1           |
| 1452444_at                   | 2.968607 | 2.301508 | Napb          | N-ethylmaleimide sensitive fusion protein attachment protein beta |
| 1452638_s_at                 | 3.117866 | 2.711231 | Dnm1l         | dynamitin 1-like                                                  |
| 1452688_at                   | 1.695354 | 1.726259 | Prpf39        | PRP39 pre-mRNA processing factor 39 homolog (yeast)               |
| 1452806_at                   | 2.46267  | 1.663138 | 1500016O10Rik | RIKEN cDNA 1500016O10 gene                                        |
| 1453163_at                   | 2.412696 | 1.680639 | Ppp1r12a      | protein phosphatase 1, regulatory (inhibitor) subunit 12A         |
| 1453307_a_at                 | 3.823676 | 1.863647 | Anapc5        | anaphase-promoting complex subunit 5                              |
| 1453740_a_at                 | 4.213176 | 1.790344 | Ccnl2         | cyclin L2                                                         |
| 1453760_at                   | 2.617526 | 2.151796 | Mier1         | mesoderm induction early response 1 homolog (Xenopus laevis)      |
| 1453960_a_at                 | 2.994733 | 1.849085 | Capzb         | capping protein (actin filament) muscle Z-line, beta              |
| 1453988_a_at                 | 2.871974 | 1.644895 | Ide           | insulin degrading enzyme                                          |
| 1454174_a_at                 | 1.818308 | 1.700105 | C330007P06Rik | RIKEN cDNA C330007P06 gene                                        |
| 1455986_at                   | 2.145313 | 1.745366 | Zdhhc17       | zinc finger, DHHC domain containing 17                            |
| 1456080_a_at                 | 4.937984 | 2.481565 | Serinc3       | serine incorporator 3                                             |
| 1456088_at                   | 2.458152 | 1.792742 | Xiap          | X-linked inhibitor of apoptosis                                   |
| 1456386_at                   | 3.010843 | 1.647867 | Rbm39         |                                                                   |
| 1456398_at                   | 2.774336 | 1.665971 | Tug1          | taurine upregulated gene 1                                        |
| 1456610_at                   | 2.887038 | 1.998251 | Jmjd3         | jumonji domain containing 3                                       |
| 1456827_at                   | 2.290211 | 1.649953 | Zfp87         | zinc finger protein 87                                            |
| 1458676_at                   | 3.844988 | 2.762408 | Nktr          | natural killer tumor recognition sequence                         |
| 1460241_a_at                 | 2.990871 | 1.810792 | St3gal5       | ST3 beta-galactoside alpha-2,3-sialyltransferase 5                |
| 1460279_a_at                 | 3.9904   | 1.764153 | Gtf2i         | general transcription factor II I                                 |
| 1460295_s_at                 | 2.958201 | 1.994436 | Il6st         | interleukin 6 signal transducer                                   |
| 1460650_at                   | 1.986057 | 1.894885 | Atp6v0a1      | ATPase, H+ transporting, lysosomal V0 subunit A1                  |
| 1460717_at                   | 2.45665  | 1.663754 | Tspyl1        | testis-specific protein, Y-encoded-like 1                         |
| AFFX-b-ActinMur/M12481_5_at  | 3.435492 | 1.934098 | Actb          | actin, beta                                                       |
| AFFX-GapdhMur/M32599_5_at    | 5.34447  | 2.673308 | Gapdh         | glyceraldehyde-3-phosphate dehydrogenase                          |
| AFFX-TransRecMur/X57349_3_at | 1.993207 | 1.717723 | Tfrc          | transferrin receptor                                              |

# Supplementary material for: Lack of nAChR Activity Depresses Cochlear Maturation and Up-Regulates GABA System Components: Temporal Profiling of Gene Expression in α9 Null Mice
**Source:** PLoS One. 2010 Feb 4;5(2):e9058. doi: 10.1371/journal.pone.0009058
**Supplement:** Table S3 — Functional annotations for biclusters obtained with ISA and details for bicluster9. Table S3A contains statistically over-represented Panther categories as identified by DAVID for all 33 biclusters. Table S3B includes the gene content of bicluster9, along with Affymetrix probe identifiers. (0.40 MB DOC)

| **Bic #** | **Top Overrepresented Panther Categories (Biological Function)** | **adjusted *p*-value** | **Top Overrepresented Panther Categories (Molecular Function)** | **adjusted *p*-value** |
| --- | --- | --- | --- | --- |
| 1 | BP00285:Cell structure and motility | 3.60E-05 | MF00091:Cytoskeletal protein | 3.80E-05 |
| 2 | BP00199:Neurogenesis | 2.20E-02 | MF00213:Non-receptor serine/threonine protein kinase | 7.50E-05 |
| 3 | BP00285:Cell structure and motility | 1.80E-10 | MF00091:Cytoskeletal protein | 1.00E-05 |
| 4 | BP00019:Lipid, fatty acid and steroid metabolism | 8.00E-04 | MF00034:Voltage-gated potassium channel | 3.60E-02 |
| 5 | None | NA | None | NA |
| 6 | BP00071:Proteolysis | 7.00E-04 | MF00213:Non-receptor serine/threonine protein kinase | 5.20E-03 |
| 7 | BP00285:Cell structure and motility | 2.20E-04 | MF00042:Nucleic acid binding | 8.10E-07 |
| 8 | BP00071:Proteolysis | 1.20E-04 | MF00267:Membrane traffic protein | 1.90E-02 |
| 9 | BP00071:Proteolysis | 3.00E-04 | MF00042:Nucleic acid binding | 2.10E-06 |
| 10 | BP00071:Proteolysis | 5.80E-05 | MF00267:Membrane traffic protein | 4.10E-03 |
| 11 | BP00071:Proteolysis | 7.90E-06 | MF00213:Non-receptor serine/threonine protein kinase | 1.30E-05 |
| 12 | None |  | none |  |
| 13 | BP00071:Proteolysis | 2.20E-05 | MF00213:Non-receptor serine/threonine protein kinase | 2.00E-04 |
| 14 | BP00287:Cell motility | 4.2E-04 | MF00213:Non-receptor serine/threonine protein kinase | 1.90E-04 |
| 15 | None | NA | None | NA |
| 16 | BP00143:Cation transport | 6.20E-04 | MF00213:Non-receptor serine/threonine protein kinase | 2.30E-05 |
| 17 | None | NA | None | NA |
| 18 | None |  | MF00262:Non-motor actin binding protein | 4.40E-02 |
| 19-33 | None | NA | None | NA |

**Table S3A: Overrepresented Panther categories of neuronal-biclusters.** Top

overrepresented Panther categories are listed in the table below. DAVID (Database for Annotation, Visualization and Integrated Discovery) tool was used to functionally annotate biclusters. Adjusted p-values (BH) are reported for each category.

**Table S3B: Bicluster9 gene list.** Affymetrix probe IDs, gene symbols and gene descriptions for Bicluster9 is indicated below.

# Supplementary material for: Lack of nAChR Activity Depresses Cochlear Maturation and Up-Regulates GABA System Components: Temporal Profiling of Gene Expression in α9 Null Mice
**Source:** PLoS One. 2010 Feb 4;5(2):e9058. doi: 10.1371/journal.pone.0009058
**Supplement:** Table S4 — Leading edge subsets for Bicluster9 for all ages. Leading edge subset of GSEA results for Bicluster9 for P3, P7, P13 and P60. Both Affymetrix Probe IDs and their corresponding gene symbols are given. The rank order of genes in each age indicates their contribution to the running sum score (with genes listed at the top contributing highly). (0.05 MB PDF)

Table S4- Leading edge subsets for Bicluster9 for P3, P7, P13, P60

|                               |                      |
|-------------------------------|----------------------|
| 1434902_at                    | RNF157               |
| 1421994_a_at                  | HS1BP3               |
| 1450515_at                    | KCNJ11               |
| AFFX-PyruCarbMur/L09192_MA_at | PCX                  |
| 1425817_a_at                  | SLC8A1               |
| 1452413_at                    | C230081A13RIK        |
| 1456304_at                    | GM996                |
| 1450161_at                    | IKBK6                |
| 1460314_s_at                  | HIST2H3C1 /// HIST2H |
| 1420373_at                    | FOXJ2                |
| 1452174_at                    | SREBF2               |
| 1426115_a_at                  | KCNJ9                |
| 1451849_a_at                  | LMNB2                |
| 1422968_at                    | IHPK1                |
| 1449552_at                    | ZFR                  |
| 1429112_at                    | TLN2                 |
| 1438440_at                    | RNASEN               |
| 1421181_at                    | NPTXR                |
| 1417613_at                    | IER5                 |
| 1424787_a_at                  | NRF1                 |
| 1421032_a_at                  | DNAJB12              |
| 1415804_at                    | CX3CL1               |
| 1425097_a_at                  | ZFP106               |
| 1436083_at                    | LRP3                 |
| 1427732_s_at                  | ABCG4                |

How the deposited data were processed for this re-analysis (not part of the article)

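Total RNA of pooled cochleae from wild type and α9−/− mice at P3, P7, P13 and P60 was measured on 24 Affymetrix mouse genome arrays, 3 per genotype and age. The deposited log2 values were made by the authors, who read the array files in R, corrected the background with RMA, normalized by quantiles and summarized probes with Tukey biweight in AffyPLM, per the file headers and methods. The array medians are close within an age and differ between ages. The values were used on this scale without another normalization, so each genotype comparison was made within an age. Probe sets were named from the gene annotation in the files, and those that it leaves unnamed were tested but are not named here. Gene positions are those of GRCm38.p6.

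Wild type and α9−/− arrays of each age were compared with limma 3.58.1 in R 4.3.3, with moderated t and the Benjamini-Hochberg adjustment, over the 40% of probe sets with the highest variance over all arrays. A probe set was called at an adjusted p under 0.05 and a log2 difference above 1.5. The replicate was the pool, and the number of arrays limits the precision. Genes were named by a rule fixed beforehand, when the values of Tables S1 and S2 had been seen: each gene that the paper names for an age in its results or in the P3 and P7 parts of Table S1, the 10 named probe sets of largest called change in each direction whose arrays did not overlap between genotypes, and up to 4 members of a list with the largest difference among those that passed. Other members of lists and of bicluster9 were chosen after their values were seen. In lists and in the tables of single members, a gene was represented by its probe set of highest mean signal, and a member passed at an adjusted p under 0.05 without a fold threshold. The 51 lists were tested with camera at a preset correlation of 0.01, and again with the correlation estimated and with fry. Differences between ages were tested as interaction terms over all arrays.

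Bicluster9 was taken from Table S3, and its enrichment was computed as a weighted running sum over a signal-to-noise ranking with 1000 gene-set permutations. The group means were clustered over a self-organizing map of 26 by 25 tiles, trained for 30 passes, with average linkage and Pearson distance. The maturation score places each array on the line between the wild type means of P3 and P60, over probe sets that differ between those groups. Small comparisons of arrays used exact permutation of labels, two-sided, where 10 splits of 3 against 3 exist. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the map, the clustering and the figures.

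The methods were tested on simulated data with no change and with a known change. Camera called no list in the simulated data without a change, while the gene-set permutation p was often small there. In regroupings of the real arrays, camera at the preset correlation called up to 19 lists at P3 and at P7. At P13 it called up to 22 and at P60 up to 16. The simulation therefore does not show that the camera p at that correlation is reliable for these arrays. Alternatives covered the filter, the threshold, the normalization, array weights, a block for the replicate number, the list test, the linkage and leaving out each array. Later alternatives, chosen after seeing the control probe sets, left out arrays with low Gapdh 5′ signal, used the presence of poly-A control transcripts as a block or kept only arrays without them, and added the mean of cerebellar markers as a covariate. Named genes were also compared at their probe set of highest mean signal, after it was seen that probe sets of 1 gene differ. The gene sets of MSigDB, PANTHER, Ingenuity and DAVID, the other biclusters, the qPCR and the protein data were not analysed here. Array scans were not used here.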

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

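The tests of another normalization, of RNA broken before labeling, of the GABA genes and of probe sets of highest signal were chosen only after the results were seen. At P13, the Gapdh 3′ minus 5′ signal was higher in wild type than in α9−/− by 5.05, a comparison of control probe sets that the paper did not make, although its tables list the 5′ control probe sets of Gapdh and β-actin among the changed ones. The 1172 probe sets higher in α9−/− at P13 may reflect loss of 5′ signal in the wild type arrays. The same probe sets differed by a median of at least 1.78 log2 between arrays of full and low 5′ signal, in P3 α9−/− and P60 wild type. Each comparison has 1 low array and also holds differences between pools, such as skeletal muscle list means of 0.83 and 1.29. P3 wild type replicate 1, also of low 5′ signal, was not in this comparison. P13 wild type replicate 3 goes against loss of 5′ signal as the whole account. Its Gapdh value of 2.43 lies between those of the low 5′ arrays and of α9−/−. The median difference from it was 1.69 for the 1172 probe sets, which that array helped to select. It was 0.96 for the 2254 called higher without that array (2.14 over replicates 1 and 2). Loss of α9 with no loss of 5′ signal is not favored. Only 0.307% of the probe sets with small differences between such arrays were called higher in α9−/− (8 of 2604), against 1172 of 18041 of all tested. For 739 of 853 genes with a called probe set, the one of highest signal was not called. The median difference there was -0.05 (quartiles -0.25 and 0.25). These genes were picked for having no call there, so this median is not counted as support. A difference of scale is unlikely, since 1353 probe sets were called after quantile normalization over all arrays, and so is RNA of P13 wild type replicate 1 broken before control transcripts were added, because the added poly-A transcripts also had a 3′ excess, by 4.27 log2 over P13 α9−/− replicate 1.

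Cerebellar granule cell and Purkinje cell lists, which the paper did not discuss, had mean log2 differences of 0.72 and 0.67 at P60 (adjusted p = 0.388 with an estimated correlation for each). The granule cell list holds Gabra6 and the Purkinje cell list holds Gad1, while the cerebellar markers compared below hold neither. Gabrb2 and Gabbr1 were not compared with the markers on their own. The higher Gabrb2, Gabra6, Gabbr1 and Gad1 signal at P60 may come from cerebellar tissue in the pools, although the paper's methods state that cerebellar fragments were taken out: at the probe sets of highest signal their mean followed the markers with r = 0.996 (exact permutation p = 0.00139) and differed by 0.92 at P60 and -0.90 at P13, where the markers differed by -0.76. Loss of α9 with no part from such tissue is unlikely at these probe sets, since with the marker mean as a covariate the difference was -0.0131. At the probe sets of Table S1 both explanations stay open, since r was 0.783 (exact permutation p = 0.0667), the difference with that covariate 1.52, and the difference at P13 0.21, against the sign of the markers. Loss of 5′ signal in P60 wild type replicate 1 is unlikely, since without that array the mean difference was 1.92 at the probe sets of Table S1 (2.15 with it) and 1.21 at those of highest signal (0.92 with it). These tests concern the array signal alone. The paper also reports more GABA-A β2 and α1 protein in lysates of α9−/− cochleae, and β2 labeling of hair cells that appeared stronger. Those protein data were not analysed here, and cerebellar tissue in the array pools does not bear on them.

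The place of the P13 α9−/− mean beside P3 and P7 may come from loss of 5′ signal in the P13 wild type arrays: over probe sets with small differences between arrays of full and low 5′ signal, the nearest early group was 1.57 times as far as the P13 wild type. Against this, without the low 5′ arrays the P13 α9−/− mean still joined the P7 groups first, at 0.0207 against 0.0309 to the 1 wild type array left, so the explanation stays open. A less mature α9−/− cochlea at P13 is possible, but over 358 such probe sets the highest α9−/− score exceeded the lowest wild type score by 0.00644, so that test cannot tell.

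P2ry10 differed between P13 and P3 (-2.39) and Cxcl13 between P60 and P7 (-3.77), each found by a test of the difference between ages. The shift of a list differed between ages for 7 lists at P7 against P3, 10 at P13 against P3, 13 at P60 against P3, 16 at P13 against P7, 21 at P60 against P7 and 20 at P60 against P13, and for none with an estimated correlation. At P13 the skeletal muscle list (-1.28), the neutrophil list (-0.84) and the interferon and inflammation list (-0.64) were shifted down in α9−/−, and at P60 the last by -0.88, in genes outside those the paper discusses. With an estimated correlation these were not called (adjusted p = 0.805, 0.502 and 0.393 at P13 and adjusted p = 0.343 at P60). Against P13 wild type replicate 3 alone, the P13 wild type array without low Gapdh 5′ signal, the P13 means were -2.21, -0.94 and -0.58. Between arrays of full and low 5′ signal of one genotype the 102 probe sets called lower at P13 also differed, by medians of -1.14 at P60 and -0.63 at P3, while these 3 lists had means of 1.29, 0.12 and -0.21 at P60 and 0.83, -0.30 and -0.48 at P3.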

How the results depend on the processing

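The number of arrays limits the precision, probe sets of low signal lie near background, and settings that leave out an array lower the power to call. Where a value below moved or turned, the cause was not tested. Every alternative set beforehand was run. Settings about low 5′ signal, poly-A transcripts, cerebellar markers, small differences within a genotype and the probe set of highest signal of a gene were chosen after seeing the data. Without the low 5′ arrays P13 has 1 wild type array, which is assumed to vary like the others.

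Probe sets called at P3, P7, P13 and P60 (0, 2, 1274 and 0 in the fit as reported) were 11, 28, 1509 and 144 with the variance filter within each age, 94.3% at P13 and 79 shared by P13 and P60. With probe sets of mean log2 above the median there were 3, 0 and 562 at P3, P7 and P13 and 565 unique. With a 1.5-fold threshold, and with the adjusted p alone, there were 2548 at P13 and 2550 unique. With all arrays in one fit there were 1, 397 and 3 at P3, P13 and P60, 403 unique and 98.5% at P13. With array weights there were 28, 6, 2525 and 51, 2568 unique, 98.3% at P13 and 22 shared. Without the low 5′ arrays there were 8 at P3, 0 at P13, 10 unique and 0% at P13. With poly-A transcripts as a block P7 had 1, and with only arrays without them 0. The P7 arrays counted as without them include wild type replicate 1 and α9−/− replicate 3, of intermediate signal. With 1 array left out the counts were 0 to 3 at P3, 0 to 3 at P7, 233 to 2455 at P13 and 0 to 1 at P60, 235 to 2457 unique, 99.1% to 100% at P13 and 0 to 1 shared.

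With the replicate block, P7 had 0 called probe sets and 100% of calls were at P13, and P13 had 1312. Arrays did not all correlate best with their own number, and the sources do not say that a number marks a shared litter or day.

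The mean replicate r was 0.909 over the top 40% by variance. Camera with an estimated correlation gave p = 0.554, 0.504 and 0.0592 for bicluster9 at P3, P7 and P13. With 1 array left out its score ran from -3.09 to 1.58 at P3 and from -1.36 to 2.82 at P7, and from 2.64 to 3.01 at P13 and 3.07 to 3.57 at P60. Lists called were 0, 0, 0 and 0 with an estimated correlation, 0, 0, 1 and 0 with fry, 2 at P3, 5 at P13 and 12 at P60 with genes of mean log2 above the median, and with 1 array left out 7 to 20 at P3, 4 to 16 at P7, 12 to 24 at P13 and 17 to 23 at P60. The maturation difference was -0.217 over all probe sets and -0.181 to -0.0118 with 1 array left out. The clustering ratio was 1.57 over probe sets with small differences. The proteasome mean at P60 was -0.0862 and the Apoe difference at P60 -0.27, each without P60 wild type replicate 1 and without the low 5′ arrays, and the highest Apoe difference was 2.50, without replicate 2. The Xist difference at P7 was -0.56 without P7 wild type replicate 3 and up to 3.47 without replicate 1.

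The control ratio (wild type minus α9−/−) was -0.0684 at P3 with Tfrc alone, 0.18 at P7 with Gapdh and 0.0619 with Tfrc alone, 5.05 at P13 with Gapdh, 1.26 with Tfrc and -0.28 with Pcx alone, and 2.57 at P60 with Gapdh and -0.20 with Tfrc alone. With 1 array left out it ran from -0.99 to 1.14 at P3, -0.29 to 0.16 at P7, 1.76 to 2.77 at P13 and 0.29 to 1.40 at P60.

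Of the named genes, 338 values with 1 array left out kept direction and side of the threshold, 66 were weaker, 2 stronger and 2 reversed, and under the other settings fixed beforehand 779 were the same, 35 weaker and 39 stronger. At the probe set of highest signal of the gene, the direction turned for Ndel1 (0.0184) and Fndc3a (0.25) at P3, Ro60 (0.0351) and Mapk8 (-0.29) at P7 and Etnk1 (-0.19) and Eif4a1 (-0.20) at P13, and no named gene called at another probe set was called. Of the lists, 152 were the same, 21 weaker and 1 reversed with 1 array left out, and 99 the same and 73 weaker under the other settings fixed beforehand.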

Differences from the paper's values

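Of the paper's gene and probe set values, 57 did not differ and 4 did. At P3 the paper's count is 9 probe sets and the count here 0, and at P7 the paper's is 32 and the count here 2. Of the alternatives set before the data were examined, the variance filter taken within each age, with 11 and 28, has no such difference, and the others do. At P60 the paper's count is 288 against 0, and no alternative comes within the difference, the nearest being 144 with the variance filter within each age and 51 with array weights. Probe sets called at both P13 and P60 are 142 in the paper and 0 here, with no alternative closing the difference, the nearest being 79 and 22 under the same 2 settings. As a percent of those called at P60 the paper's value is 50 and the value here 0, and the same 2 settings, with 54.9% and 43.1%, do not differ.

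The log2 fold change differed for 4 probe sets. For Capn1 at P13 the paper's log2 value is 1.9 and the value here 2.43, and only leaving out P13 α9−/− replicate 3 (2.27) removed the difference. For Dubr at P7 the paper's value is 1.61 and the value here 2.02, removed by array weights (1.87) and by leaving out P7 wild type replicate 2 (1.86) or P7 α9−/− replicate 1 (1.91). For Etnk1 at P13 the paper's value is 3.44 and the value here 4.83, removed by centering each array on its median (4.74) and by leaving out P13 wild type replicate 1 (4.51) or 2 (4.36) or α9−/− replicate 2 (4.66) or 3 (4.74). For P2ry10 at P13 the paper's value is -1.79 and the value here -2.21, and no alternative removed the difference. In Fig. 6C, read by eye, the P7 leading edge signal is about 130 in wild type and about 150 in α9−/−, against 56.3 and 79.3 here, with no alternative run.

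The paper puts the mean replicate correlation of all samples above 0.97, and here 3 of 8 groups were, with the lowest at 0.934. It calls Msi2 and Ndel1 at P3 and Ro60 at P7, which were not called here except with the variance filter taken within each age, for Msi2 and Ndel1 with array weights, and for Msi2 without the low 5′ arrays, a setting chosen after seeing the values (over 1 probe set per gene, also chosen then, Sdc4, Taf15 and Galc were called and Msi2 and Ndel1 were not), and Nudt1, with a difference of 0.17, was not. Of the P60 channel, transmitter and Camk4 genes that it calls and that are named here, none was called, and that filter called Scn2a, Scn9a, Kcnd3, Gabrb2, Gabra6 and Camk4, while array weights called Kcnd3 and Camk4. In Fig. 7A the P13 wild type joins last, which here holds with all probe sets, with the top 40% by variance, with single linkage and without P3 α9−/− replicate 2, P13 wild type replicate 3 or P60 wild type replicate 1. The paper reports Wnt and neuregulin signaling up at P13 and ubiquitin-mediated proteolysis at P13 and P60, and here the means were -0.09 and -0.13, and -0.05 and 0.02, with no call. It reports glycogen metabolism at P60, where the mean here was -0.01, and CREB signaling and cell cycle at P13, where the means were -0.05 and -0.21, with no call. Its IGF1 set rose at P3 and fell at P13, while the IGF axis list here, which is not the same set, had means of -0.02 and 0.22.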

Other observations

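Tests of other splits of the arrays were planned before the results were seen. At P13 the lists of neutrophil genes and of interferon and inflammation genes were shifted down in α9−/− cochleae, while that of macrophages and microglia was not called (mean -0.12, adjusted p = 0.688). Of 14 neutrophil genes 5 fell, with Fcnb, a ficolin, at -1.53 (standard error 0.26, adjusted p = 0.0357 from limma), Chil3 at -1.20 and Mmp8 at -1.10, and 12 fell when adjusted over the list alone (camera adjusted p = 0.000163, and adjusted p = 0.502 with an estimated correlation). Of 25 interferon and inflammation genes 3 fell, namely the guanylate-binding protein genes Gbp3 (-1.36) and Gbp2 (-0.95) and the iron-binding lipocalin gene Lcn2 (-1.36), and 10 fell over the list alone (adjusted p = 0.00294, and adjusted p = 0.393 with an estimated correlation). Of 17 macrophage and microglia genes 2 rose, C1qa by 2.20 and Itgam by 1.27, and 3 fell, among them Aif1 (-1.11) and Fcer1g (-0.94). Skeletal muscle genes had 0 falling over all genes and 13 over the list alone (adjusted p = 0.00346, and adjusted p = 0.805 with an estimated correlation). At P60 the inflammation list was lower again (adjusted p = 1.26e-11, and adjusted p = 0.343 with an estimated correlation), with Saa3 at -2.54 and Ccl8 at -2.18, 0 falling over all genes and 3 over the list alone, as were macrophage genes (-0.43, adjusted p = 0.00237, and adjusted p = 0.388 with an estimated correlation).

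At P60 the cerebellar granule cell list was higher (adjusted p = 7.19e-07, and adjusted p = 0.388 with an estimated correlation), with Neurod1 at 1.86 and Cbln3 at 1.71, and so was the Purkinje cell list (adjusted p = 1.92e-05, and adjusted p = 0.388 with an estimated correlation), with Car8 at 1.50, and 0 members passed. At P13 the list of smooth muscle, pericytes and endothelium was higher (0.26, adjusted p = 0.0261, and adjusted p = 0.652 with an estimated correlation), as was heat shock (0.13, adjusted p = 0.0196, and adjusted p = 0.393 with an estimated correlation). Of the P13 wild type arrays only replicate 3 is without low Gapdh 5′ signal. Against it alone the means of these lists were -0.12 and 0.02. Between arrays of full and low 5′ signal of the same genotype they were 0.99 and 0.15 at P60 and 0.51 and 0.06 at P3. Cxcl13 had a difference of -3.14 at P60 and 0.62 at P7 (adjusted p = 0.00265 for the difference between ages).

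Values of Table S1 had the same sign here for all probe sets present, 9, 32, 1027 and 287 at P3, P7, P13 and P60, and 9, 24, 1027 and 200 of them had an unadjusted p under 0.05. The signs compare the same arrays and are not independent.

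Probe sets whose 3 α9−/− arrays lay apart from the 3 wild type arrays made up 5.76%, 4.48%, 33.6% and 10.9% at P3, P7, P13 and P60, against 10% by chance. At all 4 ages, 2 were lower, 1700028E10Rik and Ccl9, and 1 higher, against 0.282 by chance in each direction. Genes near Chrna9 that came with the targeted allele were tested as an explanation. Of the 2 named genes 0% lay within 100 positions of Chrna9, against 0.984% of all named genes. With only 2 named genes and so small a share among all genes, the test could not tell. The higher probe set is unnamed, so that explanation was not settled.

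Regrouping the 6 arrays of an age gives 10 splits, so the share is never under 0.1. At P3, the count of called probe sets was as large in 10 splits (0, highest other 0), the bicluster9 score in 7 (highest other 3.32) and the count of lists in 5 (12, highest other 19). At P7, these were 2 (2, highest other 2), 7 (highest other 3.15) and 6 (6, highest other 19). At P13, these were 1 (1274, highest other 1), 2 (highest other 2.94) and 3 (18, highest other 22), and at P60 10 (0, highest other 0), 1 (highest other 3.41) and 1 (21, highest other 16). For the difference between ages, 100 of 100 regroupings were as large as the real 0 at P13 against P7 (highest other 13) and at P13 against P60 (highest other 3009), which a real count of 0 fixes. The regrouping with 3009 keeps the P13 genotypes whole. At P60 it puts wild type replicate 1, of low 5′ signal, with α9−/− replicates 1 and 2. Against these it sets wild type replicates 2 and 3 and α9−/− replicate 3. Of the 99 regroupings other than the real one 9 called any, which points to a structure of the samples.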
